# Condensin I^DC^, DPY-21, and CEC-4 maintain X chromosome repression in *C. elegans*

**DOI:** 10.1371/journal.pgen.1011247

**Published:** 2025-04-09

**Authors:** Jessica Trombley, Audry I. Rakozy, Christian A. McClear, Eshna Jash, Györgyi Csankovszki

## Abstract

Dosage compensation in *Caenorhabditis elegans* equalizes X-linked gene expression between XX hermaphrodites and XO males. The process depends on a condensin-containing dosage compensation complex (DCC), which binds the X chromosomes in hermaphrodites to repress gene expression by a factor of 2. Condensin I^DC^ and an additional five DCC components must be present on the X during early embryogenesis in hermaphrodites to establish dosage compensation. However, whether the DCC’s continued presence is required to maintain the repressed state once established is unknown. Beyond the role of condensin I^DC^ in X chromosome compaction, additional mechanisms contribute to X-linked gene repression. DPY-21, a non-condensin I^DC^ DCC component, is an H4K20me2/3 demethylase whose activity enriches the repressive histone mark, H4 lysine 20 monomethylation, on the X chromosomes. In addition, CEC-4, a protein that tethers H3K9me3-rich chromosomal regions to the nuclear lamina, also contributes to X-linked gene repression. To investigate the necessity of condensin I^DC^ during the larval and adult stages of hermaphrodites, we used the auxin-inducible degradation system to deplete the condensin I^DC^ subunit DPY-27. While DPY-27 depletion in the embryonic stages resulted in lethality, DPY-27 depleted larvae and adults survive. In these DPY-27 depleted strains, condensin I^DC^ was no longer associated with the X chromosome, the X became decondensed, and the H4K20me1 mark was gradually lost, leading to X-linked gene derepression (about 1.4-fold). These results suggest that the stable maintenance of dosage compensation requires the continued presence of condensin I^DC^. A loss-of-function mutation in *cec-4*, in addition to the depletion of DPY-27 or the genetic mutation of *dpy-21*, led to even more significant increases in X-linked gene expression (about 1.7-fold), suggesting that CEC-4 helps stabilize repression mediated by condensin I^DC^ and H4K20me1.

## Author Summary

In some organisms, whether an individual becomes male, female, or hermaphrodite is determined by the number of their sex chromosomes. In the nematode *Caenorhabditis elegans*, males have one X chromosome, whereas hermaphrodites have two X chromosomes. This difference in the number of X chromosomes is crucial for deciding whether an individual becomes a hermaphrodite or a male. However, having two X chromosomes can lead to problems because it results in different gene expression levels, resulting in hermaphrodite lethality. To solve this issue, many organisms undergo a process called dosage compensation. Dosage compensation in *C. elegans* is achieved by a group of proteins known as the dosage compensation complex (DCC), which includes a protein called DPY-27. The function of DPY-27 is essential during early embryonic development. This study shows that in contrast to early embryonic development, larvae and adults can still survive when DPY-27 is missing. In these worms, all known mechanisms involved in dosage compensation are disrupted and the X is no longer repressed. Our results suggest that the maintenance of dosage compensation in nematodes is an active process, and that it is essential for survival when the organism is developing, but once fully developed, the process becomes dispensable.

## Introduction

Chromosome conformation, subnuclear localization, and the post-translational modifications of histones are closely linked to gene expression. The relationship between these processes plays a crucial role in an organism’s development, growth, and survival. Dosage compensation in the nematode *Caenorhabditis elegans* offers an excellent paradigm for exploring chromosome-wide gene regulation.

There is an inherent imbalance in chromosomal gene expression in species with heterogametic sexes [1]. As in numerous other species with chromosome-based sex determination, *C. elegans* has evolved several molecular mechanisms to ensure equal gene expression from the sex chromosomes between the sexes [2]. This process is known as dosage compensation. In *C. elegans,* hermaphrodites have two X chromosomes (2X:2A), whereas males have only one X and no other sex chromosome (1X:2A) [3]. This difference in chromosome count is essential for sex determination [3,4]. However, without correction, in hermaphrodites, transcription from the X doubles relative to males, leaving the hermaphrodite population inviable [5]. The dosage compensation mechanism in *C. elegans* corrects for the differing numbers of sex chromosomes by reducing the gene expression of the hermaphrodite X chromosomes [6]. Dosage compensation requires orchestrating several gene-regulatory events across X chromosomes in hermaphrodites to decrease gene expression by half.

A core component of the dosage compensation machinery in *C. elegans* involves a specialized condensin complex. Condensins are highly conserved protein complexes used in most cellular life, from prokaryotes to metazoans [7]. Condensin complexes are characterized by their ring-shaped structure, and they hydrolyze ATP to extrude DNA strands through the ring, thus leading to DNA coiling and loop formation [8]. This loop extrusion activity is thought to be essential for chromosome compaction in mitosis and meiosis [9]. Multicellular eukaryotes have two condensin complexes, condensin I and II, functioning in mitosis and meiosis [10]. Similarly, *C. elegans* utilizes condensin I and II complexes for chromosome compaction and segregation [11]. However, *C. elegans* has a third condensin complex that specifically functions in dosage compensation of the X chromosomes of hermaphrodites. The hermaphrodite-specific condensin is known as condensin I^DC^ (Dosage Compensation) [11,12]. Condensins are composed of two structural maintenance of chromosomes (SMC) proteins and three chromosome-associated polypeptides (CAP) [13,14]. Condensin I^DC^ earns its name due to the four shared protein subunits with condensin I. These subunits include the structural maintenance of chromosomes (SMC) protein MIX-1 and the chromosome-associated polypeptides (CAPs) CAPG-1, DPY-26, and DPY-28. The difference between condensin I^DC^ and condensin I is the second SMC subunit, DPY-27 in condensin I^DC^ and its paralog SMC-4 in condensin I [11,15,16]. Condensin I^DC^ compacts the dosage compensated X chromosomes; thus, the X occupies less nuclear volume in hermaphrodites than in males [17,18]. At a higher resolution, condensin I^DC^ remodels the architecture of the X chromosomes to form topologically associating domains (TADs) characterized by a higher frequency of *cis*-interactions within domains [19,20].

Beyond condensin I^DC^, the complete dosage compensation complex (DCC) in *C. elegans* includes the proteins SDC-1, SDC-2, SDC-3, DPY-30, and DPY-21 [11,21–23]. Together, these ten proteins bind and spread across the X chromosomes in hermaphrodites, inhibiting RNA Pol II binding, thus lowering transcriptional output by half [24]. One of the non-condensin DCC subunits is DPY-21 [22]. It contains a Jumonji C domain found in histone demethylases. DPY-21 has been shown to demethylate dimethylated histone 4 lysine 20 (H4K20me2) [25], previously deposited on histones by the activities of SET-1 and SET-4 [26,27], to the monomethylated form (H4K20me1). Thus, by the X-specific demethylase activity of DPY-21, H4K20me1 is enriched on the X chromosomes in hermaphrodites and contributes to further repression [25–27]. In addition to its demethylase function, DPY-21 has an additional uncharacterized role in dosage compensation [25,28]. Like other DCC members, DPY-21 activity is required to regulate the X chromosome effectively, as evidenced by the elevated X-linked gene expression in hermaphrodites with *dpy-21* mutations [25,29]. However, DPY-21 is not necessary to recruit the other DCC members, and the loss of its function leads to mild defects in hermaphrodite *C. elegans* but no significant lethality [22].

The nuclear lamina protein CEC-4 and genes required for heterochromatin formation provide an additional layer of gene regulation in *C. elegans,* impacting dosage compensation. In *C. elegans,* heterochromatic regions of chromosomes are located near the nuclear periphery [29,30]. Histone methyl transferases (HMTs) MET-2 and SET-25 target H3 lysine 9 (H3K9) on chromatin to deposit mono-, di-, and trimethylation [30]. The lamina-associated protein CEC-4 binds to heterochromatic H3K9me regions on both the autosomes and the X [31,32]. The tethering of heterochromatic regions of the chromosomes to the nuclear lamina contributes to stabilizing cell fates during *C. elegans* development [32]. In addition, the loss of CEC-4 or heterochromatin leads to the decompaction and relocation of the X into a more interior position in the nucleus and a mild increase of X-linked gene expression without impacting autosomal gene expression, indicating dosage compensation defects [33]. Despite defects in the chromosomal organization, mutants with non-functional CEC-4 survive with no apparent phenotypes [32].

Dosage compensation is set up in a stepwise manner over the course of development in *C. elegans*. The process is initiated around the 40-cell stage, when the DCC subunit SDC-2 is expressed and localizes to hermaphrodite X chromosomes [34], which leads to the recruitment of the other DCC subunits [35]. This initiation step coincides with the loss of pluripotency of embryonic blastomeres [36,37]. DPY-21 localizes to the X after the initial loading of condensin I^DC^, and H4K20me1 becomes enriched on the X between the bean and comma stages of embryogenesis [25,36]. By the end of embryogenesis, most cells exit mitosis [38], after which the dosage-compensated state is maintained in postmitotic cells. We refer to this stage as the maintenance phase. Earlier studies using cold-sensitive *dpy-27* alleles suggested that DPY-27 activity is essential during a critical developmental time window in mid-embryogenesis, after which loss of its function has a lesser impact on viability [39]. These results suggest that while condensin I^DC^ is required to initiate dosage compensation, other mechanisms may be responsible for maintaining repression once established, including ones mediated by DPY-21 and CEC-4.

The requirement for CEC-4 also changes with the differentiation state of embryonic cells. CEC-4 is required to tether heterochromatic transgenic arrays to the nuclear lamina in embryos but not in L1 larvae [32]. At the larval stages and beyond, additional mechanisms, including ones mediated by MRG-1 and CBP-1, contribute to sequestering heterochromatin to the nuclear lamina [40]. However, X chromosome compaction and peripheral localization are affected in *cec-4* adults, even in fully differentiated postmitotic cells [33]. We hypothesize that CEC-4 stabilizes the repression of the X chromosomes during the maintenance phase of dosage compensation.

In this study, we used the auxin-inducible degradation (AID) system to deplete the condensin I^DC^ subunit DPY-27 at various stages of development. We assessed the importance of condensin I^DC^ to X chromosome repression and organismal viability during the establishment and maintenance phases of dosage compensation. Our findings reveal that the continued presence of DPY-27 is required to maintain X chromosome repression after initial establishment. However, continued repression is less essential for viability during the maintenance phase. Additionally, we evaluated the hypothesis that the nuclear lamina protein CEC-4 helps stabilize the repressed state by combining *cec-4* mutations with depletion of DPY-27 or mutations in the histone demethylase *dpy-21.* We show that the loss of CEC-4 exacerbates the defects caused by the lack of DPY-27 or DPY-21 function. Our results reveal the differential contributions of the various repressive pathways to X chromosome dosage compensation.

## Results

### The impact of DPY-27 depletion on hermaphrodite embryos and larvae

Using a strain containing an auxin-inducible degron (AID)-tagged *dpy-27* allele [41] and expressing the plant F-box protein TIR1 under a ubiquitous promoter (*eft-3*) [42] (referred to as *TIR1; dpy-27::AID*, for complete genotype and allele information for all strains see the Materials and Methods), we were able to time the depletion of DPY-27 by moving worms to auxin-containing plates during or after embryogenesis. To evaluate whether the lack of CEC-4 exacerbates the defects, we also generated a strain containing the *cec-4 (ok3124)* mutation in addition to *TIR1* and *dpy-27::AID* (referred to as *TIR1; dpy-27::AID; cec-4).* For controls, we used wild-type worms (N2), *cec-4* mutants, and a strain with AID-tagged *dpy-27* but no TIR1 expressing transgene (referred to as *dpy-27::AID).*

Our first experiment investigated the ability of embryos exposed to auxin to survive in the absence of DPY-27 throughout the entirety of embryonic development. To ensure that the maternally loaded DPY-27 is also depleted, we initiated our assay at the L4 larval stage of the parent before oocyte production begins (Fig 1A) [15]. L4 larvae were placed on auxin-containing plates for a 24-hour egg-laying period, after which the parents were removed. This procedure ensures that both *in-utero* and *ex-utero* development occurs in the presence of auxin. Strains not exposed to auxin were mostly viable, although the *dpy-27::AID-*containing strains had a very low, but statistically significant, level of lethality (Fig 1B, Fisher’s exact test, p values listed in S1 File). While auxin treatment did not significantly impact the survival of control embryos (N2, *cec-4, dpy-27::AID),* 100% of *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* worms died as embryos or L1 larvae (Fig 1B). These results indicate that DPY-27 function during embryonic development is essential for the survival of hermaphrodite worms, which is consistent with previous studies [39].

**Fig 1:**
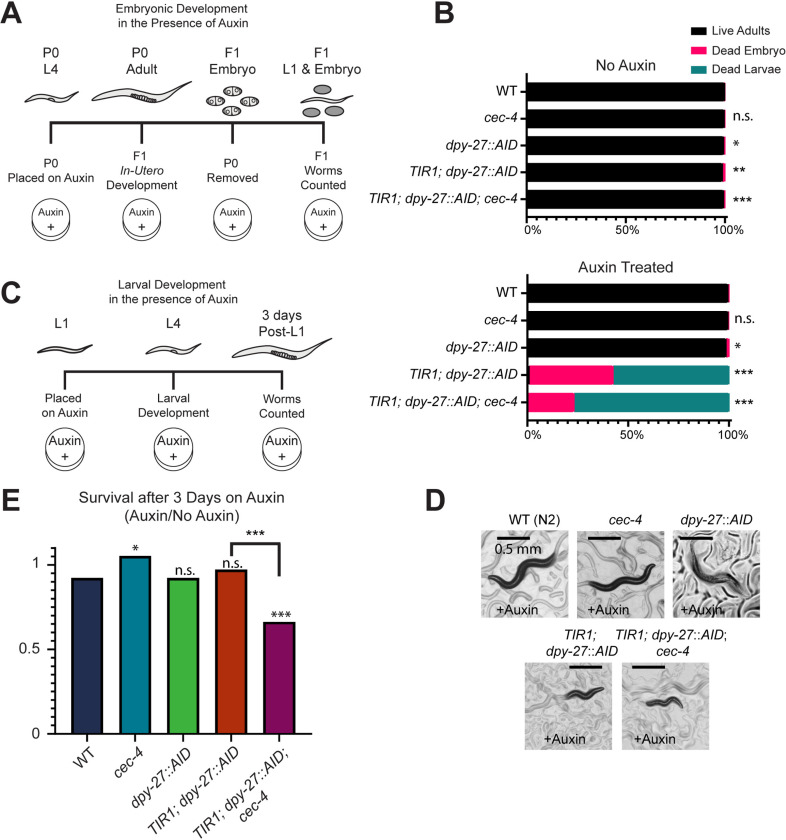
DPY-27 depletion leads to lethality and developmental defects. (A) Overview of the timeline of auxin exposure initiated from parental age L4 through F1 development. (B) Auxin exposure throughout embryogenesis results in compromised viability in *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains. Total counts from three independent replicates are shown. N>600.Significance was determined by Fisher’s exact test relative to wild-type values. Dead embryos and dead larvae were summed as one value for statistical analyses. Complete statistical analysis can be found in S1 File. (C) Overview of the timeline of auxin exposure from the L1 stage for three days. N2 worms in this time frame grow to young adults. (D) Phenotypic images of hermaphrodites exposed to auxin from the L1 stage for three days. Scale bar, 0.5 mm. (E) Larval survival on auxin relative to survival off auxin. Total counts from three independent experiments are shown. N>600. Statistical significance was determined by Chi square tests. Complete statistical analyses can be found in S2 File. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.

At the onset of dosage compensation during early embryogenesis, condensin I^DC^ loads onto the X chromosomes in hermaphrodites [15]. However, it is unclear whether the sustained presence of the complex is essential once dosage compensation is established. To assess the requirement for DPY-27 to remain on the X during larval development, we exposed our strains to auxin starting at the L1 larval stage for a period of three days. We compared survival on auxin-containing plates to survival on plates without auxin (Fig 1C). Strains developing without auxin exposure grew to adulthood and produced viable offspring in the timeframe of the experiment. In contrast to embryonic exposure, exposing larvae to auxin had a much lesser effect on survival. Most *TIR1; dpy-27::AID* larvae survived similarly to N2, *cec-4*, or *dpy-27::AID* controls (Fig 1E, Chi-square test, p values listed in S2 File). However, DPY-27 depleted strains developed slowly and exhibited developmental defects, including stunted growth (Fig 1D). The rare embryo produced by these hermaphrodites did not hatch. Adding *cec-4* to the background lowered the survival rate, suggesting that lack of both DPY-27 and CEC-4 results in more severe defects than lack of DPY-27 alone (Fig 1E).

### Exposure to auxin rapidly depletes DPY-27

We next investigated the degree of DPY-27 depletion in auxin-treated strains relative to untreated. DPY-27 was visualized in each strain by immunofluorescence (IF) after worms were exposed to auxin for three days starting at the L1 larval stage. Due to the underdeveloped nature of the DPY-27 depleted strains, we based the timing of IF staining on the growth of wild type. After 3 days, wild-type N2 worms have developed into young adults. IF images were captured in intestinal nuclei. Intestinal cells are 32-ploid and their large size facilitates analyses of the nucleus. Before auxin treatment, all our strains had a wild-type pattern of DPY-27 localization within the nucleus of intestinal cells (Fig 2A), consistent with the lack of any visible defects or lethality in these strains. Auxin treatment in N2, *cec-4*, and *dpy-27::AID* strains led to no observable changes. However, in the *TIR1*-containing strains, *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4,* auxin treatment resulted in depletion of DPY-27 to background levels (Fig 2A), suggesting that auxin-induced degradation was successful.

**Fig 2:**
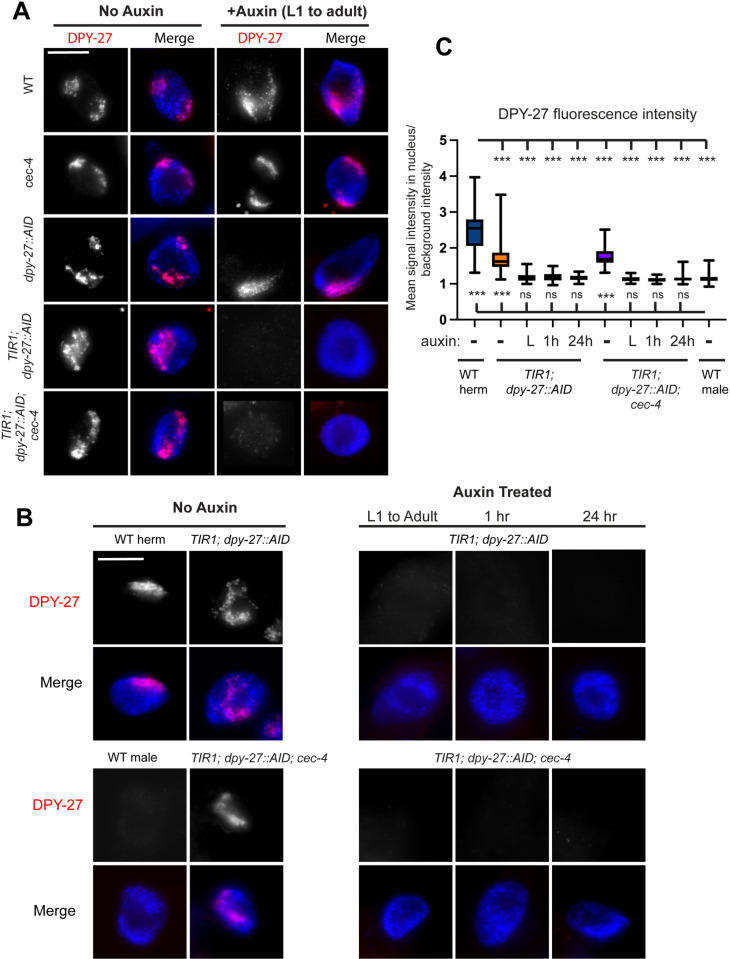
Auxin treatment leads to depletion of DPY-27. (A) Immunofluorescence staining of DPY-27 within the intestinal nuclei of young adult hermaphrodites. Maximum intensity projections of DAPI staining of DNA (blue) and DPY-27 signal (red) are shown. DPY-27 is present within the nuclei in strains not exposed to auxin, but exposure to auxin for 3 days starting at L1 results in a significant depletion of DPY-27 signal in strains that contain *TIR1* and *dpy-27::AID.* Original unaltered images are shown on S1 Fig. (B) Maximum intensity projections of nuclei stained with anti-DPY-27 antibodies after auxin exposure for various lengths of times (L1 to adult, 1 hour, or 24 hours). Images were acquired with identical exposure times. Original unaltered images, with HTZ-1 costain, are shown on S1 Fig. Scale bars, 10 µm. (C) Quantification of DPY-27 fluorescence signal in experiments shown in (B). Quantification is based on measuring mean DPY-27 fluorescence in the nucleus, normalized to background level fluorescence, from between 38 and 50 nuclei total collected in three independent experiments. Worms were not exposed to auxin (-), exposed to auxin from L1 stage for three days (L), or exposed to auxin from day 1 of adulthood for 1h or 24 hours. Whiskers indicate min-max values. Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Comparisons to WT hermaphrodites are shown above and comparisons to WT males are shown below the box plots. For p values and all pairwise comparisons see S3 File. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.

To quantify the level of depletion and to test reproducibility, we performed three independent experiments and imaged nuclei from each using standardized exposure times to allow direct comparisons between samples (Fig 2B and 2C). We included WT males in the analysis. WT males do not express DPY-27 [15], and the level of DPY-27 fluorescence measured in males was interpreted as background. Anti-HTZ-1 (a histone H2A variant) staining was used as control (S1 Fig). Variability between replicates is shown on S2 and S3 Figs. Quantification of nuclear DPY-27 fluorescence intensity over background fluorescence intensity showed that *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* before auxin treatment had somewhat lower DPY-27 staining compared to WT, but significantly more than in males (**Fig 2C**). The somewhat reduced DPY-27 staining is consistent with a low level of lethality in these strains, and indicate that dosage compensation maybe slightly reduced compared to WT. In *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* worms treated with auxin from L1 stage for three days, DPY-27 staining was indistinguishable from staining in WT males.

In the L1 to adult timeframe, intestinal nuclei undergo 4 rounds of endoreduplication and reach the stage of 32-ploidy [43]. To analyze the continued need for DPY-27 after these altered cell cycles have taken place and the cells have fully differentiated, we performed experiments where the auxin treatment began in adulthood (3 days past L1). These experiments also allowed to test the rapidity of auxin induced depletion of DPY-27. In previous studies in *C. elegans,* protein degradation was observable within 30 minutes [42]. We subjected adult hermaphrodites to auxin for one hour and for 24 hours. In *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains, both treatments led to DPY-27 levels indistinguishable from what is seen in males (Fig 2B and 2C), suggesting that one hour is sufficient to deplete DPY-27 protein levels to background. Independent repetitions of these experiments showed that rapid depletion of the protein is reproducible (S2 and S3 Figs).

### DPY-27 depletion disrupts DCC binding and stability

To assess the binding of other condensin I^DC^ subunits to the X chromosome following DPY-27 depletion, we performed IF staining for the subunit CAPG-1 [11]. In WT and *cec-4* strains, CAPG-1 maintains a signal pattern indicative of X chromosome binding both with and without auxin treatment (Fig 3A). However, in *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* after auxin treatment from the L1 stage for three days, the CAPG-1 signal becomes non-specific and diffuse throughout the entire nucleus (Fig 3A). Our results indicate that after prolonged auxin exposure, condensin I^DC^ no longer maintains localization to the X chromosomes following DPY-27 depletion.

**Fig 3:**
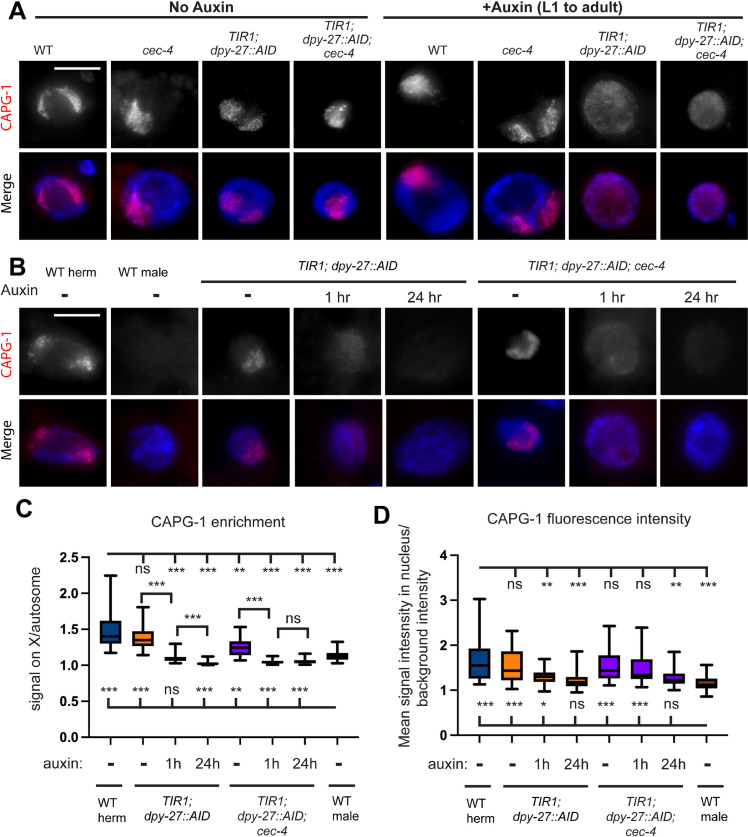
In the absence of DPY-27, condensin I^DC^ subunits become unstable. (A) Maximum intensity projections of CAPG-1-stained intestinal nuclei of young adult hermaphrodites. DAPI staining of DNA (blue) merged with CAPG-1 signal (red) is also shown. DPY-27 is present within the nuclei in strains not exposed to auxin, but exposure to auxin for 3 days starting at L1 leads to lack of X enrichment of CAPG-1 signal in strains that contain *TIR1* and *dpy-27::AID.* Original unaltered images are shown on S4 Fig. (B) CAPG-1 staining after exposing young adults to auxin for 1 hour or 24 hours. Images were acquired with identical exposure times. Maximum intensity projections are shown. Original unaltered images (with HTZ-1 staining control) are shown on S4 Fig. Scale bars, 10 µm. (C) Quantification of CAPG-1 fluorescence signal in the enriched region over non-enriched regions of the nucleus. Quantification is based on line-intensity scan analysis of 30-33 nuclei total collected in three independent experiments. Whiskers indicate min-max values. Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Comparisons to WT hermaphrodites are shown above and comparisons to WT males are shown below the box plots. For p values and all pairwise comparisons see S4 File. (D) Quantification of mean CAPG-1 fluorescence intensity in the nucleus, normalized to background level fluorescence, from the same nuclei as in (C). Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Comparisons to WT hermaphrodites are shown above and comparisons to WT males are shown below the box plots. For p values and all pairwise comparisons see S4 File. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.

To determine how fast CAPG-1 dissociates from the X and to determine whether the protein diffuses throughout the nucleus or becomes unstable, we again performed auxin treatment for 1 hour and 24 hours on adult worms and used standardized exposure times to image nuclei to be able to compare signal intensities across samples (Fig 3B). We first quantified the enrichment of CAPG-1 in a region of the nucleus, which we interpret as the X chromosomes, where CAPG-1 is known to localize to in WT worms [11]. We used line intensity scan quantification to determine the difference between CAPG-1 signal intensity in the enriched region over non-enriched region (Fig 3C, see methods). CAPG-1 enrichment again was somewhat lower in *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains prior to auxin treatment, similar to the slightly reduced DPY-27 staining in these strains. After 1 hour or 24 hours of auxin treatment, enrichment becomes indistinguishable from (or lower than) what is seen in males. Since the level of enrichment seen in males we interpreted as being due to background staining by the antibody, we do not believe that the statistically significantly lower values in the *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains has biological significance. These results suggests that within 1 hour of the initiation of DPY-27 depletion, CAPG-1 is no longer noticeably enriched on the X chromosomes.

We also quantified total CAPG-1 fluorescence in these nuclei. Nuclei from non-auxin treated *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* worms had CAPG-1 staining similar to WT hermaphrodites. Signal intensity was only partially reduced (*TIR1; dpy-27::AID*) or similar to WT hermaphrodites (*TIR1; dpy-27::AID; cec-4*) after 1 hour of auxin treatment. However, after 24 hours of auxin treatment in both strains, the signal became indistinguishable from the signal seen in males that lack condensin I^DC^. Together with the enrichment analysis, these results suggests that the CAPG-1 protein persists somewhat longer than DPY-27 after auxin treatment, but the protein present is unable to localize to the X chromosomes and eventually degrades.

### H4K20me1 does not persist on the X chromosomes after DPY-27 depletion

We next assessed the enrichment of the histone modification H4K20me1 on the X. In wild-type N2 hermaphrodites, this histone modification is specifically enriched on dosage-compensated X chromosomes [26,27], and this pattern was maintained in *cec-4* and WT strains after auxin treatment. However, after exposure to auxin from the L1 stage for three days in *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains, H4K20me1 was no longer specifically enriched in a region within the nucleus, resembling the pattern observed for CAPG-1 localization (Fig 4A). H4K20me1 first becomes enriched on dosage-compensated X chromosomes in mid-embryogenesis [27,36], well before the L1 stage, when auxin treatment was initiated. We conclude that the continued presence of DPY-27 and the DCC is required to maintain the enrichment of this chromatin mark on the X chromosomes during larval development.

**Fig 4:**
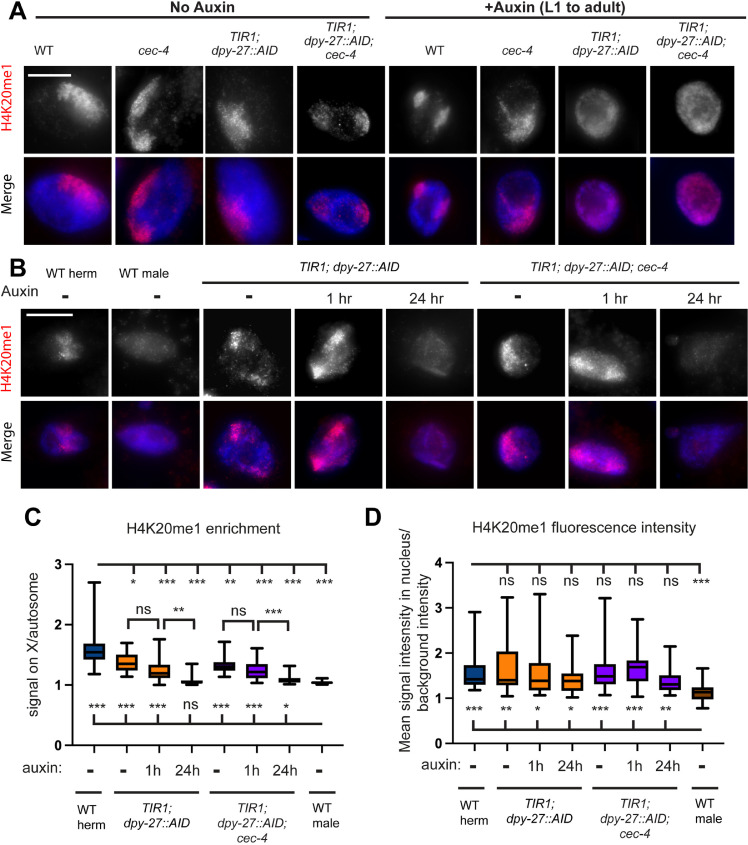
In the absence of DPY-27, H4K20me1 enrichment is lost. (A) Immunofluorescence staining of H4K20me1 within the intestinal nuclei of young adult hermaphrodites. Maximum intensity projections of DAPI staining of DNA (blue) and H4K20me1 signal (red) are shown. H4K20me1 is clearly enriched in a region within nuclei (assumed to be the X) in strains not exposed to auxin. Auxin exposure for 3 days starting at L1 led to lack of X enrichment of H4K20me1 signal in strains that contain *TIR1* and *dpy-27::AID.* Original unaltered images are shown on S5 Fig. (B) Maximum intensity projections of H4K20me1-stained nuclei after auxin exposure for 1hr or 24 hours. Images were acquired with identical exposure times. Original unaltered images (with HTZ-1 staining control) are shown on S5 Fig. Scale bars, 10 µm. (C) Quantification of H4K20me1 fluorescence signal in the enriched region over non-enriched regions. Quantification is based on line-intensity scan analysis of 29-30 nuclei total collected in three independent experiments. Whiskers indicate min-max values. Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Comparisons to WT hermaphrodites are shown above and comparisons to WT males are shown below the box plots. For p values and all pairwise comparisons see S5 File. (D) Quantification of mean H4K20me1 fluorescence intensity in the nucleus, normalized to background level fluorescence, from the same nuclei as in (C). Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Comparisons to WT hermaphrodites are shown above and comparisons to WT males are shown below the box plots. For p values and all pairwise comparisons see S5 File. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.

To assess how fast H4K20me1 enrichment is lost in postmitotic nuclei after DPY-27 depletion, we treated adult worms with auxin for 1 hour and 24 hours and quantified enrichment and total fluorescence intensity of the H4K20me1 signal (Fig 4B). After 1 hour of auxin treatment, the signal remains clearly enriched in a portion of the nucleus in both *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains. However, after 24 hours of auxin treatment, enrichment in both strains becomes similar to what is seen in males (Fig 4C). Assessment of total H4K20me1 signal intensity (Fig 4D) was less conclusive due to large cell-to-cell variation. Most genotypes had total fluorescence values not statistically different from WT hermaphrodites. Overall, we can conclude that enrichment of the H4K20me1 mark persists longer than the presence of condensin I^DC^ on the X, but that enrichment does diminish within 24 hours. The *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains appeared similar in this assay (S5 File), suggesting that the presence or absence of CEC-4 does not contribute to the maintenance of the H4K20me1 mark, at least at the resolution of immunofluorescence microscopy.

### The continued presence of DPY-27 is required to maintain X chromosome condensation

The X chromosomes of wild-type hermaphrodites occupy a lower proportion of nuclear space compared to what is predicted based on DNA content [17]. We previously showed that in DCC mutants and in *cec-4* mutant hermaphrodites, the X chromosomes decondense and that a larger proportion of the X signal is found in the central region of the nucleus [33]. The DCC starts to compact the X chromosomes in early embryogenesis [17]. We tested if the continued presence of DPY-27 is necessary for maintaining the compact conformation and peripheral localization of the X. We performed whole chromosome X paint fluorescence *in situ* hybridization (FISH) to mark the X chromosome territories in intestinal nuclei. Without auxin treatment, the X chromosome signal appeared as expected: compact and near the nuclear periphery in all strains without a *cec-4* mutation and less compact in strains with a *cec-4* mutation (Fig 5A**).** After auxin treatment from L1 stage for 3 days, the X chromosomes appeared enlarged in *TIR1; dpy-27::AID* as well. We quantified these changes by measuring the proportion of nuclear volume occupied by the X chromosome (see Methods). The X chromosomes occupied about 12-13% of the nuclear volume on average in wild type and close to 20% in *cec-4* mutants (Fig 5B) which is consistent with previous results [33]. In the *TIR1; dpy-27::AID* strain, depletion of DPY-27 led to decondensation of the X chromosome to a degree similar to *cec-4* mutants or to what was previously observed in worms treated with *dpy-*27 RNAi [17]. These findings demonstrate the critical role of DPY-27 in maintaining the compact conformation of the X chromosome in wild-type hermaphrodites. In the *TIR1; dpy-27::AID; cec-4* strain, the X was already decondensed without auxin treatment due to the presence of the *cec-4* mutation, and depletion of DPY-27 led to a measurable level of additional decondensation (Fig 5B). These results indicate that the presence of DPY-27 maintains X compaction, and the additional loss off *cec-4* exacerbates the decondensation defects. To assess if shorter exposure to auxin in postmitotic cells of adults is sufficient to lead to X decondensation, we subjected young adult worms to 24 hours of auxin treatment. In both the *TIR1; dpy-27::AID* and the *TIR1; dpy-27::AID; cec-4* strains, this treatment led to similar levels of decondensation as seen after the longer L1 to adult exposure (**Fig 5B**). These results indicate that the continued the presence of DPY-27 is required to maintain a compact X structure even in fully differentiated postmitotic cells.

**Fig 5:**
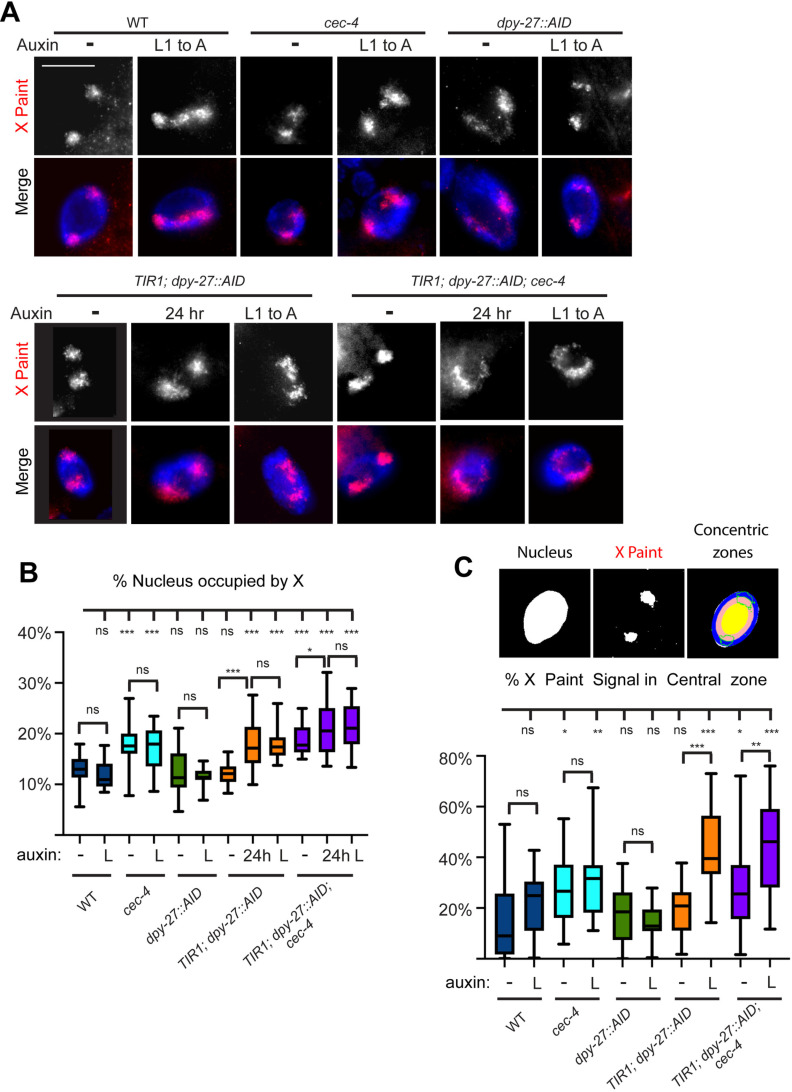
The continued presence of DPY-27 is required for X compaction and peripheral localization within the nucleus. (A) Intestinal nuclei from adult hermaphrodites were stained with whole X chromosome paint FISH probe (top row, red), and DNA was labeled with DAPI (blue). Images are of young adults not exposed to auxin, worms treated with auxin from L1 to adulthood, or young adults treated with auxin for 24 hours. Scale bars, 10 µm. Original unmodified images are shown on S6 Fig. (B) Quantifications of the X chromosome volume normalized to nuclear size of worms grown auxin (-), worms treated with auxin from L1 stage for three days (L), and young adult worms treated with auxin for 24 hours (24h). Maximum intensity projections are shown in (A) and (B). (C) (top) Three-zone assay segmentation shown on a single slice from the middle of an intestinal nucleus. The amount of X signal (outlined in green) in each zone was quantified. (bottom) The proportion of the X paint signal seen in the central zone of the nucleus. In (C) and (D) 20-24 nuclei total from 3-4 independent experiments were quantified. Differences between samples were evaluated using unpaired Student’s t-test. For complete statistical analysis see S6 and S7 Files. Analyses in all concentric rings can be found in S7 Fig. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.

Compact dosage compensated X chromosomes are usually located near the nuclear periphery [33]. To assess any changes in subnuclear localization, we analyzed our X chromosome FISH signals in the various strains using a three-zone assay (see Methods) (Fig 5C**).** The localization of the X within the nucleus was assessed in three concentric zones from a single focal plane taken from the middle of the nucleus, and the portion of the X signal in the central zone was quantified. In wild-type hermaphrodites, we observed the expected X localization. Only a small portion of the signal is found in the central zone, while the bulk of the X is located in the intermediate and peripheral zones of the nucleus (Figs 5C and S7) as observed before [33]. In *cec-4* mutants (*cec-4* and *TIR1; dpy-27::AID; cec-4)*, significantly more of the X signal is in the center, as expected. This central localization is even more significant in DPY-27 depleted strains (Fig 5C). In both *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains, over 40% of the signal is localized in the central zone, suggesting that the depletion of DPY-27 has a more significant impact than the *cec-4* mutation. Adding a *cec-4* mutation did not significantly change X localization compared to DPY-27 depletion alone (S7 File). A corresponding shift away from the periphery was also observed, and a smaller proportion of the X signal was in the peripheral zone, although the differences were only statistically significant in *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains after auxin treatment (S7B Fig and S7 File). Overall, these data indicate that the continued presence of DPY-27 is required to maintain the peripheral localization of dosage compensated X chromosomes. We note that some of the apparent relocation toward center could be a secondary consequence of decondensation, which allows the chromosome to occupy more internal regions.

### DPY-27 is needed to maintain repression of X-linked genes

We next tested whether these changes in condensin I^DC^ localization, X chromosome compaction, nuclear organization, and the depletion of repressive histone marks, led to increases in X chromosome gene expression in the *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains when treated with auxin. 

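Poly(A)-selected RNA from whole L3 larvae was sequenced by the authors in 33 libraries, which cover 7 strains under 11 conditions with 3 replicates of each condition. In strains carrying *dpy-27::AID*, DPY-27 bears a degron that the plant F-box protein TIR1 targets for degradation on auxin. L1 larvae were grown for 24 hours on plates with 4 mM auxin or without it. The authors trimmed the reads with CutAdapt and quantified WBcel235 transcripts with Salmon. They deposited FPKM values (fragments per kilobase of transcript, scaled between libraries) for 21975 genes. How these values were scaled is not stated in the paper. Counts are not in the table, so the depth was estimated from the smallest step between low FPKM values of 3739 genes with a single annotated transcript. Each library was estimated at 18.0 to 30.0 M fragments, with the caution that Salmon assigns fractions of fragments. Genes with a mean FPKM of at least 1 over the 33 libraries were analysed, which left 13309 genes, of which 2061 were X-linked and 11236 autosomal. Log2 fold changes were differences between condition means of log2(FPKM + 0.1) in one limma model with 11 condition means, with Benjamini-Hochberg adjustment within each comparison. X derepression was computed as the paper defines it, and X-linked and autosomal log2 fold changes were compared with a two-sided Wilcoxon rank-sum test. Because some values were tied, the chromosome labels were also permuted 100000 times over the genes. Genes are not independent replicates. Each library was therefore given an X:A score, which is the median of its X-linked log2 values minus that of its autosomal values after each gene was centred on its mean over the 33 libraries. Scores of a pair of conditions were compared with a two-sided exact permutation test, which cannot give a p-value below 0.10 with 3 libraries against 3.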

Although nuclear organization and H4K20me1 enrichment were not significantly different with and without a mutation in *cec-4*, the reduced viability of auxin-treated *TIR1; dpy-27::AID; cec-4* larvae compared to *TIR1; dpy-27::AID* larvae suggested that the X may be more derepressed in the strain also lacking *cec-4.* To test these hypotheses, we extracted total mRNA from synchronized L3 populations, which were grown in the presence of auxin starting at L1 or grown in the absence of auxin for controls. We performed these experiments at the L3 stage rather than at a later stage, because at this stage the delay in growth and development of the DPY-27 depleted strains is not yet apparent, and also to avoid complications arising from the contributions from the germline where the X chromosomes are not subjected to dosage compensation [44]. At the L3 stage, the germline consists of only about ~60 cells, and thus the RNA extracted from whole worms represents predominantly somatic tissues [45]. Three replicates were analyzed for each condition. PCA plots, hierarchical clustering, and Pearson correlation analyses were used to evaluate data quality (S8-S11 Figs). 

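Pearson correlations of log2(FPKM + 0.1) between replicates of one condition lay between 0.762 and 0.898 over the 13309 genes. The lowest of these was between libraries of wild type (N2), which ranged up to 0.834. Untreated *TIR1; dpy-27::AID; cec-4* ranged from 0.880 to 0.883. The FPKM values of a library summed to between 1.41 and 1.67 M, except in N2, where replicate 1 summed to 2.55 M and replicate 2 to 2.02 M. Between 10963 and 13093 genes had an FPKM of at least 1 in a library. Of the 5592 genes with a median FPKM of at least 20, 188 (3.36%) were listed at 0 in at least 1 library, so a value of 0 in a single library does not by itself show that a gene was silent.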

Since gene expression did not change much in some samples compared to WT, these samples did not necessarily cluster according to genotype. 

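Over all 33 libraries, the mean correlation was 0.835 between replicates and 0.820 between libraries of different conditions. For 11 of the 33 libraries, the most highly correlated other library was a replicate of the same condition. On FPKM values as deposited, in place of log2 values, the difference between the first and second of these means fell from 0.016 to 0.011.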

As discussed below, expression changes are minimal in *cec-4* mutants and in all samples without auxin treatment and this is reflected in the clustering and correlation analyses (S10-S11 Fig). 

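With Manhattan distance and the ward.D2 algorithm on log2(FPKM + 0.1), the first division of the 33 libraries gave a pair of branches. One branch held all 3 libraries of auxin-treated *TIR1; dpy-27::AID; cec-4*, all 3 of *cec-4; dpy-21*, replicates 1 and 3 of *dpy-21*, and replicates 2 and 3 of *TIR1; dpy-27::AID* both with and without auxin. Replicates 1 and 2 of N2 and replicate 3 of auxin-treated *dpy-27::AID* were in that branch as well. Every *cec-4* library, with or without auxin, and every untreated *TIR1; dpy-27::AID; cec-4* library fell in the other branch.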

We therefore also performed analysis on a more limited number of samples, the *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4* strains with and without auxin treatment (S8 and S9 Figs). The auxin treated samples do cluster away from non-auxin treated samples, and the *TIR1; dpy-27::AID; cec-4* strain treated with auxin clusters away from *TIR1; dpy-27::AID* strain treated with auxin (See PCA plot on S8A Fig).

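Among the 12 libraries of both strains, the first principal component held 16.2% of the variance and the second held 15.6%. On the second component auxin-treated *TIR1; dpy-27::AID; cec-4* lay between -101 and -65.8 and the untreated libraries of that strain lay between 54.7 and 63.7. The auxin-treated *TIR1; dpy-27::AID* libraries lay between -1.91 and 16.2 on that component, where they overlapped the untreated ones at 11.7 to 34.5. On the first component, replicate 1 of auxin-treated *TIR1; dpy-27::AID* lay at 173 and the other 11 libraries lay between -44.5 and 42.3, and the 3 auxin-treated libraries of that strain lay above all untreated libraries of both strains. Hierarchical clustering divided the 3 auxin-treated *TIR1; dpy-27::AID; cec-4* libraries from the other 9, and at 4 branches replicates 2 and 3 of *TIR1; dpy-27::AID* shared a branch whether treated or not.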

To analyze X:A gene expression ratio, the mRNA-seq readout was plotted as a log2-fold change in gene expression on autosomes and the X in auxin-treated samples compared to controls (Figs 6, S12 and S8 File**).** Without exposure to auxin, the *dpy-27::AID* strain had similar gene expression levels to N2, although the slight X derepression was statistically significant. 

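Between untreated *dpy-27::AID* and N2, the median log2 fold change was 0.065 for X-linked genes and 0.028 for autosomal genes, an X derepression of 0.037 (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 0.00416). Permutation of the chromosome labels gave p = 0.0041, or 0.00437 after Benjamini-Hochberg adjustment over the 16 comparisons between conditions. Single autosomes differed as well, with medians of 0.083 on chromosome I, 0.059 on II, 0.022 on III, 0.0068 on IV and the lowest on V. That of chromosome I was above the X, so a shift of this size was not particular to the X. The X:A score was -0.34 ± 0.080 (SD, n = 3) in *dpy-27::AID* and -0.40 ± 0.10 (SD, n = 3) in N2. The difference of 0.060 was not larger than the spread between replicates (exact permutation test, p = 0.50). Leaving out replicate 3 of N2 moved X derepression the most, to 0.10, and leaving out replicate 3 of *dpy-27::AID* turned it to -0.0098. In limma's test 78 genes had an adjusted p-value under 0.05, among them 15 X-linked genes that were higher in *dpy-27::AID* and 2 that were lower.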

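Auxin without a degron was tested in *cec-4* larvae. Their X-linked genes had a median log2 fold change of 0.088 on auxin and their autosomal genes one of 0.019, which gives an X derepression of 0.069 (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 9.52e-11). The X:A score was -0.28 ± 0.0098 (SD, n = 3) with auxin and -0.34 ± 0.023 (SD, n = 3) without it. The 3 treated libraries were above the 3 untreated ones (exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow, or 0.145 adjusted over the 16 comparisons). One gene had an adjusted p-value under 0.05 in limma's test, *cth-1* (WBGene00009048) on chromosome V from 16100680 to 16102750, named here after its values were seen. Its log2 fold change was 2.65 (adjusted p = 0.00466), with FPKM values of 72.6, 209 and 198 on auxin against 20.5, 41.5 and 14.1. The *cec-4* transcript itself was listed at 0 in every untreated library and at 0, 0 and 5.24 FPKM in the auxin-treated libraries labelled *cec-4*.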

The minimal change in gene expression suggests that tagging DPY-27 with the degron tag did not significantly disrupt its function (S12A Fig). *cec-4* strains treated with auxin also displayed slight X depression compared to *cec-4* mutants without auxin exposure, indicating a minimal influence of auxin treatment on gene expression regulation (S12B Fig). The *TIR1; dpy-27::AID* and the *TIR1; dpy-27::AID; cec-4* strains also had a small degree of X derepression compared to wild type even in the absence of auxin, possibly due to somewhat leaky *TIR1* activity (S12C and S12D Fig), which is a phenomenon noted by other research groups as well [46–48]. Therefore, to assess the increase in X-linked gene expression resulting from the loss of DPY-27, we compared gene expression levels in the same strain with and without auxin and/or in auxin-treated strains with and without TIR1 expression (Fig 6). 

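For untreated *TIR1; dpy-27::AID* against N2, the medians were 0.45 on the X and 0.034 on autosomes, an X derepression of 0.41, or 1.33-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 3.39e-101). Its X:A score of 0.012 ± 0.068 (SD, n = 3) exceeded that of N2 by 0.42, with no overlap between libraries (exact permutation test, p = 0.10). For untreated *TIR1; dpy-27::AID; cec-4*, X derepression was 0.17, or 1.12-fold, from medians of 0.23 and 0.069 (n = 2061 X-linked genes, p = 5.02e-17). Its score was -0.21 ± 0.13 (SD, n = 3), and replicate 3, at -0.36, lay within the N2 range of -0.47 to -0.28. With 3 libraries against 3, the difference from N2 of 0.19 could not be told from the spread between replicates (exact permutation test, p = 0.20, where the smallest possible is 0.10). With the adjusted p-value under 0.05, 39 genes differed from N2 in *TIR1; dpy-27::AID*, of which 15 were X-linked and higher. In *TIR1; dpy-27::AID; cec-4*, 230 genes did, of which 59 were X-linked and higher and 2 X-linked and lower.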

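On auxin, X-linked genes in *TIR1; dpy-27::AID* had a median log2 fold change of 0.46 against *dpy-27::AID*, and autosomal genes one of -0.072. X derepression was 0.54, or 1.45-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 1.82e-211). The 100000 permutations of chromosome labels gave p = 1e-05, the smallest they can give. Of the X-linked genes 75.8% had a log2 fold change above 0, as did 43.4% of the autosomal genes. The X:A score was 0.44 ± 0.039 (SD, n = 3) with TIR1 and -0.096 ± 0.45 (SD, n = 3) without it. The wide spread came from replicate 3 of auxin-treated *dpy-27::AID* at 0.43, between the *TIR1; dpy-27::AID* libraries, while replicates 1 and 2 were at -0.34 and -0.37 (exact permutation test, p = 0.20). Without replicate 3 of *dpy-27::AID*, X derepression was 0.79, and the lowest value with 1 library left out was 0.41. With an adjusted p-value under 0.05 there were 59 higher and 3 lower X-linked genes, and 13 higher and 99 lower autosomal genes.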

In comparison to *dpy-27::AID*, the strain *TIR1; dpy-27::AID* had significant upregulation of the X chromosome when treated with auxin, while autosomal gene expression remained unchanged (X derepression (defined as median X-linked log2 fold change – median autosomal log2 fold change) = 0.503, about 1.4-fold increase in gene expression) (Fig 6A). Similarly, auxin-treated *TIR1; dpy-27::AID* exhibited significant X derepression (X derepression = 0.435, about 1.35-fold increase in expression) compared to non-auxin-treated (Fig 6B). These results demonstrate that depletion of DPY-27 during the maintenance phase of dosage compensation leads to a significant increase in X-linked gene expression.

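The median log2 fold change with auxin was 0.34 for X-linked genes and -0.098 for autosomal genes in *TIR1; dpy-27::AID*, an X derepression of 0.44, or 1.35-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 1.7e-159). No other setting moved it more than dropping the filter on mean FPKM, which gave 0.31. Libraries had an X:A score higher by 0.43 with auxin, and treated and untreated libraries did not overlap (exact permutation test, p = 0.10). Of the 13309 genes, 55 had an adjusted p-value under 0.05. Among them, 17 X-linked genes were higher and 0 lower, 6 autosomal genes were higher and 32 lower, and 1548 genes had an unadjusted p-value under 0.05. The count depended on the libraries used, from 5 to 138 genes when 1 library was left out. The gene *fard-1* (WBGene00022200, X from 2933361 to 2937742, plus strand) had 123 ± 19.5 FPKM (SD, n = 3) with auxin and 37.5 ± 5.95 (SD, n = 3) without, a log2 fold change of 1.71 (standard error 0.24, adjusted p = 0.00225). For *let-4* (WBGene00002282, X from 14577935 to 14580923), FPKM was 135 ± 32.4 with auxin and 34.0 ± 11.8 without (SD, n = 3 each), with a log2 fold change of 2.03 (standard error 0.35, adjusted p = 0.0157). For *hum-6* (WBGene00002039, X from 2303082 to 2314914), FPKM was 67.0 ± 13.5 and 29.0 ± 6.12 (SD, n = 3 each), and the log2 fold change was 1.21 (standard error 0.22, adjusted p = 0.0176). The calls of *let-4* and *hum-6* did not hold in every analysis that left out 1 library. Autosomal molting and cuticle genes, 23 in number, rose in the same comparison by a median of 1.26 against the autosomal median. Their scores overlapped between libraries, since untreated replicate 1, at 0.23, lay above treated replicates 2 and 3, at -0.64 and -0.45, but between libraries of the same replicate number the treated one was higher in 3 of 3. The *dpy-27* transcript was at 33.3 ± 1.40 FPKM with auxin and 26.5 ± 4.29 without (SD, n = 3 each), with an adjusted p of 0.50.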

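The X:A scores of the single libraries were 0.39, 0.46 and 0.47 in auxin-treated *TIR1; dpy-27::AID* and -0.033, -0.020 and 0.090 in the untreated larvae. From the comparisons with untreated larvae of the same strain and with auxin-treated larvae that lack TIR1 (Fig 6A and 6B), the paper concludes that X-linked expression rises when DPY-27 is lost after dosage compensation has been established.

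**Figure D1:**
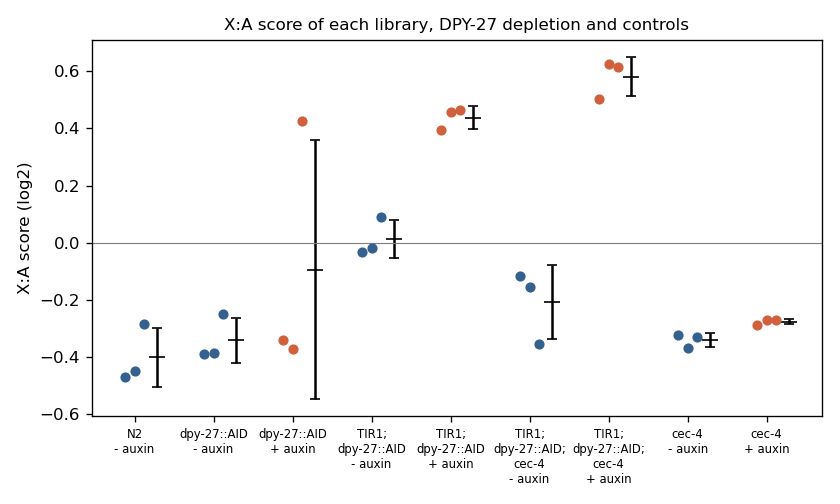
X:A score (log2) of each library, with points for the 3 replicates of each condition from left to right, blue without auxin and orange with 4 mM auxin, and bars for the mean and SD. Auxin-treated libraries with TIR1 lie between 0.39 and 0.63, and those of auxin-treated *cec-4* between -0.29 and -0.27, while auxin-treated *dpy-27::AID* libraries lie at -0.34, -0.37 and 0.43.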

**Fig 6:**
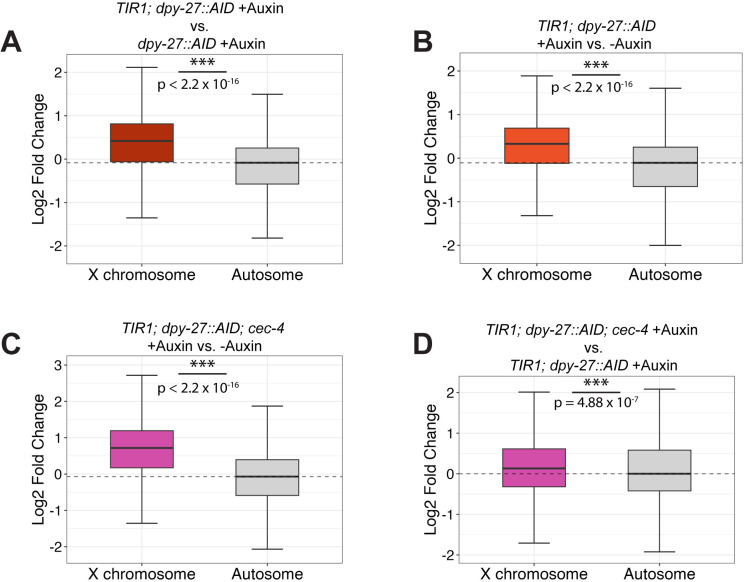
The X-linked genes are derepressed in strains depleted of DPY-27. **(A-**D) Boxplots depicting the distribution of the log2 fold change of X-linked genes and autosomal genes in strains being compared. A Wilcoxon rank-sum test was used to determine the statistical significance of the differential gene expression between the X and autosomes. (n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001) (A) The log2 fold change in gene expression of the autosomes and the X chromosomes of *TIR1; dpy-27::AID* relative to the *dpy-27::AID* after both strains were exposed to auxin. (B)*TIR1; dpy-27::AID* treated with auxin compared to the same genotype grown in the absence of auxin. (C) *TIR1; dpy-27::AID; cec-4* treated with auxin was compared to no auxin treatment. (D) *TIR1; dpy-27::AID; cec-4* compared to *TIR1; dpy-27::AID,* both treated with auxin. P values for all comparisons are listed in S8 File.

We then investigated whether the absence of CEC-4 further enhanced X derepression. 

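In *TIR1; dpy-27::AID; cec-4*, the median log2 fold change of auxin-treated against untreated larvae was 0.67 for X-linked and -0.13 for autosomal genes. This is an X derepression of 0.80, or 1.74-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 1.42e-263). Of the X-linked genes, 78.4% were above 0, against 41.4% of the autosomal genes. On auxin the X:A score reached 0.58 ± 0.068 (SD, n = 3), 0.79 above that of the untreated libraries (exact permutation test, p = 0.10). In limma's test 852 genes had an adjusted p-value under 0.05, of which 304 were X-linked and higher, 16 X-linked and lower, 105 autosomal and higher, and 427 autosomal and lower. For *glit-1* (WBGene00018878, X from 4712279 to 4715080), FPKM was 66.9 ± 2.73 with auxin and 13.6 ± 3.57 without (SD, n = 3 each), a log2 fold change of 2.32 (standard error 0.25, adjusted p = 1.96e-05). *F57G12.1* (WBGene00010221, X from 12169094 to 12171681) had 226 ± 7.28 and 86.8 ± 13.7 FPKM (SD, n = 3 each), with a log2 fold change of 1.39 (standard error 0.19, adjusted p = 0.000306). The log2 fold change of *fard-1* was 1.73 (standard error 0.24, adjusted p = 0.000306). Of 19 genes for dosage compensation and chromatin proteins that the paper names, *sdc-2* (WBGene00004746, X from 11522707 to 11533450) alone had an adjusted p-value under 0.05, at 12.2 ± 1.34 FPKM against 4.90 ± 0.038 (SD, n = 3 each; log2 fold change 1.29, standard error 0.31, adjusted p = 0.0129). Adjusted over the 19 genes alone, 1 gene passed as well. The autosomal molting and cuticle genes fell by a median of 1.57 against the autosomal median in this comparison, and 23 germline marker genes fell by 0.46.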

Comparing the mRNA-seq gene expression profiles of *TIR1; dpy-27::AID; cec-4* treated with auxin to untreated populations of the same genotype, we observed a significant increase in X-linked gene expression (X derepression = 0.78, about 1.72-fold increase in gene expression) (Fig 6C). The degree of X derepression was greater than that caused by auxin treatment in *TIR1; dpy-27::AID* without the *cec-4* mutation (X derepression of 0.435). These results suggest that the loss of *cec-4* may exacerbate X dosage compensation defects. 

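The difference between the responses to auxin in both strains was tested directly. Over genes, the response was larger by 0.35 at the median X-linked gene in *TIR1; dpy-27::AID; cec-4* and by -0.020 at the median autosomal gene, an X derepression of 0.37 (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 2.19e-37). Over libraries, the X:A score rose by 0.37 more with *cec-4* mutated (exact permutation test over 400 arrangements of the genotype labels within each treatment, p = 0.005, or 0.01 adjusted over 2 interactions). Of this difference in score, 60.7% lay between the untreated libraries, where *TIR1; dpy-27::AID; cec-4* was lower than *TIR1; dpy-27::AID*. In limma's test 191 genes differed in their response with an adjusted p-value under 0.05, among which 11 X-linked genes responded more in *TIR1; dpy-27::AID; cec-4* and 30 less. The *cec-4* transcript (WBGene00017990, chromosome IV from 7575718 to 7577326) did not follow the genotype labels in every library. In the libraries labelled *TIR1; dpy-27::AID; cec-4* it was at 3.46, 8.99 and 0 FPKM without auxin and at 0, 5.69 and 0 with it. In those labelled *TIR1; dpy-27::AID* it was at 7.03, 3.07 and 3.56 without auxin and at 13.6, 15.6 and 0 with it. Its mean over the 33 libraries was 5.29 FPKM. The cause of the signal in libraries labelled as mutant was not tested, so it does not show that a library was mislabelled.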

To confirm, we compared *TIR1; dpy-27::AID; cec-4* to *TIR1; dpy-27::AID* after auxin treatment of both genotypes. The difference between these two populations was substantial (X derepression = 0.13), suggesting that depletion of DPY-27 leads to a greater level of X derepression in a strain that lacks CEC-4 (Fig 6D). These results are consistent with CEC-4 playing a supporting role in helping to maintain stable X chromosome repression in differentiated cells.

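Between both strains on auxin, the median log2 fold change was 0.11 for X-linked genes and -0.016 for autosomal genes, an X derepression of 0.13, or 1.09-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 1.56e-08). Medians of single autosomes lay between -0.063 on chromosome I and 0.049 on chromosome V, all under that of the X. X-linked genes were higher in *TIR1; dpy-27::AID; cec-4* in 57.9% of cases and autosomal genes in 48.5%. The X:A score was higher by 0.14, without overlap between the libraries (exact permutation test, p = 0.10). Without a filter on mean FPKM, X derepression was 0.025. Single genes moved in both directions. With an adjusted p-value under 0.05, 12 X-linked genes were higher and 34 lower in *TIR1; dpy-27::AID; cec-4*, and 106 autosomal genes were higher and 152 lower. Of the 17 X-linked genes that rose on auxin in *TIR1; dpy-27::AID*, 6 were among those lower here, in a comparison that uses the same 3 auxin-treated libraries, including *let-4* (log2 fold change -2.10, adjusted p = 0.00174) and *hum-6* (-0.93, adjusted p = 0.0255). Those with the smallest adjusted p-values were all lower in *TIR1; dpy-27::AID; cec-4*. *sym-1* (WBGene00006366, X from 14581622 to 14584378) had 187 ± 32.7 FPKM against 865 ± 35.6 in *TIR1; dpy-27::AID* (SD, n = 3 each), a log2 fold change of -2.22 (standard error 0.34, adjusted p = 0.00109). *dhs-29* (WBGene00000992, X from 7661891 to 7664919) had 62.6 ± 2.86 against 154 ± 6.06 FPKM (SD, n = 3 each), with a log2 fold change of -1.30 (standard error 0.21, adjusted p = 0.00109). *lpr-6* (WBGene00012255, X from 11059994 to 11061871) had 126 ± 38.5 against 666 ± 220 FPKM (SD, n = 3 each), with a log2 fold change of -2.40 (standard error 0.39, adjusted p = 0.00132). The means of *sym-1*, *dhs-29* and *lpr-6* were higher in auxin-treated *TIR1; dpy-27::AID* than in every other condition, so these differences include a rise in that strain. Those of *sym-1* and *lpr-6* were also the lowest of all conditions in auxin-treated *TIR1; dpy-27::AID; cec-4*. Molting and cuticle genes on autosomes were lower as well, by a median of -0.65 against the autosomal median, but replicates 2 and 3, at -0.66 and -0.66, were close to those of *TIR1; dpy-27::AID*.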

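Of the X-linked genes that rose on auxin with an adjusted p-value under 0.05, 8 were shared between *TIR1; dpy-27::AID* and *TIR1; dpy-27::AID; cec-4*. From the larger X derepression in the strain that also lacks CEC-4 (Fig 6C and 6D), the paper proposes that CEC-4 helps keep the X repressed when condensin I DC is depleted.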

To investigate the influence of *cec-4* in more detail, we used chromosome coordinates of transcripts with changed gene expression to visualize the distribution of derepressed regions in each comparison (S13 Fig). CEC-4 binds to methylated H3K9 [32], a histone modification which is enriched on the arms of autosomes and the left end of the X chromosome [30]. These same genomic regions also make more frequent contacts with nuclear lamina proteins [30,31]. We therefore considered the possibility that genes whose expression changes due to the lack of *cec-4* would be preferentially located in the left end domain of the X chromosome. Consistent with a general defect in dosage compensation, in both the *TIR1; dpy-27::AID* and the *TIR1; dpy-27::AID; cec-4* auxin treated strains compared to no auxin controls, we observed a general derepression along the length of the X chromosomes (S13A and S13B Fig). 

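The X was divided into 9 windows of 2 Mb with 150 to 276 analysed genes each. With auxin, the median log2 fold change of a window lay between 0.25 and 0.47 in *TIR1; dpy-27::AID* and between 0.50 and 0.74 in *TIR1; dpy-27::AID; cec-4*. Every window was above the autosomal median in both strains.

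**Figure D2:**
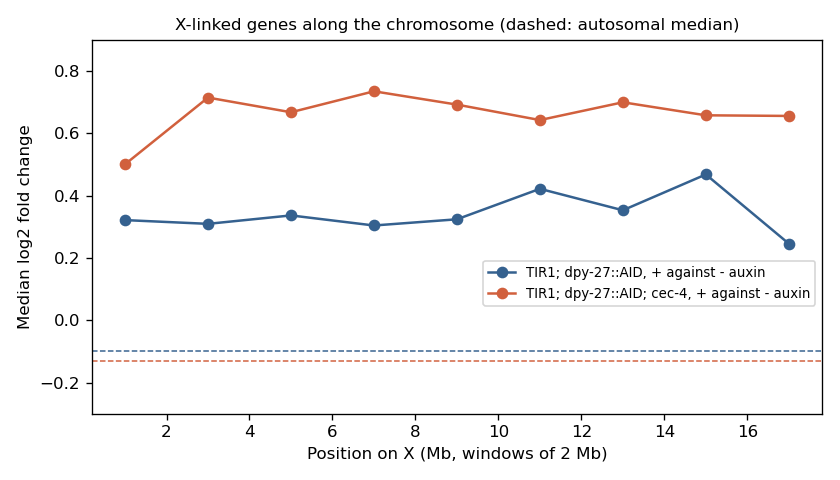
Median log2 fold change of X-linked genes on auxin against no auxin in 2 Mb windows along the X (Mb), for *TIR1; dpy-27::AID* (blue) and *TIR1; dpy-27::AID; cec-4* (orange), with dashed lines for the autosomal medians. The lowest window of *TIR1; dpy-27::AID; cec-4*, at 0.50, is the first, and the lowest of *TIR1; dpy-27::AID*, at 0.25, is the last.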

Derepression was not more evident along the left end of the chromosome in the *TIR1; dpy-27::AID; cec-4* strain, suggesting that the impact of the *cec-4* mutation does not preferentially effect this chromosomal domain. 

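The left end was taken as the leftmost 4 Mb, which held 440 of the analysed X-linked genes, and was compared with the other 1621. In *TIR1; dpy-27::AID; cec-4*, the median log2 fold change on auxin was 0.64 in the left end and 0.68 elsewhere on the X, a difference of -0.044 (permutation test over genes, p = 0.198, or 0.317 adjusted over 8 tests of position). It moved most when replicate 3 of the treated larvae was left out, to -0.11. Of the left-end genes, 49 (11.1%) rose with an adjusted p-value under 0.05, against 255 (15.7%) of the others. In *TIR1; dpy-27::AID* the medians were 0.31 and 0.35, a difference of -0.037 (permutation test, p = 0.0608, adjusted 0.162), and 2 left-end genes and 15 others passed. That difference ranged from -0.11 to -0.030 with 1 library left out and from -0.039 to -0.0082 across the other settings.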

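Without auxin, *cec-4* against N2 gave a median log2 fold change of 0.11 in the leftmost 4 Mb of the X and 0.060 in the rest, a difference of 0.050 (permutation test, p = 0.328, adjusted 0.437). For auxin-treated *TIR1; dpy-27::AID; cec-4* against *TIR1; dpy-27::AID*, the medians were 0.12 and 0.11, a difference of 0.012 (permutation test, p = 0.693, adjusted 0.706), which became -0.049 with the leftmost 3 Mb in place of 4. Windows of 2 Mb along the X had medians between -0.026 and 0.15 in the first comparison and between -0.010 and 0.21 in the second.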

When *cec-4* mutants were compared to WT, or when *TIR1; dpy-27::AID; cec-4* on auxin was compared to *TIR1; dpy-27::AID* on auxin (S13A and S13B Fig), similar conclusions were made. Gene expression differences were fairly evenly distributed in the genome, with no apparent preferential impact along H3K9me enriched domains. 

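Each autosome was divided into 3 parts of equal length. The outer parts, taken as arms, held 6492 genes and the centres 4744. Between *cec-4* and N2, the median log2 fold change was lower on arms than in centres, by -0.043 (permutation test over genes, p = 0.00247, or 0.00988 adjusted over 8 tests of position). With narrower arms, the outer parts of a division into 4, this difference was -0.024, and without replicate 1 of N2 it was -0.013. Neither passed. Without a filter on mean FPKM it was 0. For *TIR1; dpy-27::AID; cec-4* against *TIR1; dpy-27::AID* on auxin, arms and centres differed by 0.0063 (permutation test, p = 0.706), and 141 arm genes (2.17%) and 117 centre genes (2.47%) had an adjusted p-value under 0.05. The response to auxin differed between arms and centres by 0.035 in *TIR1; dpy-27::AID* (permutation test, p = 0.00087, adjusted 0.00696) and by 0.010 in *TIR1; dpy-27::AID; cec-4* (permutation test, p = 0.175, adjusted 0.317). When no filter was applied the latter was 0.060. The arm difference in *TIR1; dpy-27::AID* ranged from 0.020 to 0.074 across the settings and from 0.027 to 0.059 with 1 library left out. In the *TIR1; dpy-27::AID; cec-4* comparison 302 arm genes (4.65%) and 230 centre genes (4.85%) passed.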

While somewhat surprising, these results are consistent with our previous study in which we found that the CEC-4’s effect on the X chromosome is more chromosome-wide, and not limited to the left end domain [33] (see Discussion).

### Loss of *cec-4* activity exacerbates dosage compensation defects caused by a mutation in *dpy-21*

Our experiments showed that the loss of CEC-4 sensitizes hermaphrodite *C. elegans* to dosage compensation defects caused by DPY-27 depletion (Fig 6). To test whether loss of CEC-4 also exacerbates defects caused by other dosage compensation mutations, we sought to understand the interplay between the nuclear lamina protein CEC-4, and DPY-21, whose activity leads to X-specific enrichment of H4K20me1 [25]. Individually, the mutations in these pathways lead to phenotypes related to dosage compensation defects and changes in X-linked gene expression, but despite these changes, the mutants are viable [22,25,26,32,33]. Since *dpy-21* null mutants (*dpy-21(e428))* are viable [22], we performed these experiments with the null mutant rather than using the AID system. Therefore, our experiment tested the impact of these mutations throughout the lifespan of the animals, including both the establishment and the maintenance phases of dosage compensation. We constructed a double mutant *cec-4 (ok3124)* IV*; dpy-21(e428)* V strain (referred to as *cec-4; dpy-21).* The strain is viable but with visible defects, such as a Dpy phenotype.

We first evaluated the ability of hermaphrodites lacking functional *cec-4* and *dpy-21* to lay viable eggs. The total number of eggs laid by *cec-4; dpy-21* hermaphrodites was significantly smaller than all other strains observed, including the *dpy-21* and *cec-4* single mutants (Fig 7A). In all strains, most embryos hatched into larvae within 24 hours (Fig 7B). Most WT and *cec-4* mutant larvae developed into healthy adults. While the viability of *dpy-21* mutant larvae was somewhat reduced, it was not significantly different from the viability of *cec-4; dpy-21* double mutants (Fig 7C). Overall, these results suggest that the addition of the *cec-4* mutation does decrease the overall fitness of *dpy-21* mutants, most apparent in their ability to produce eggs.

**Fig 7:**
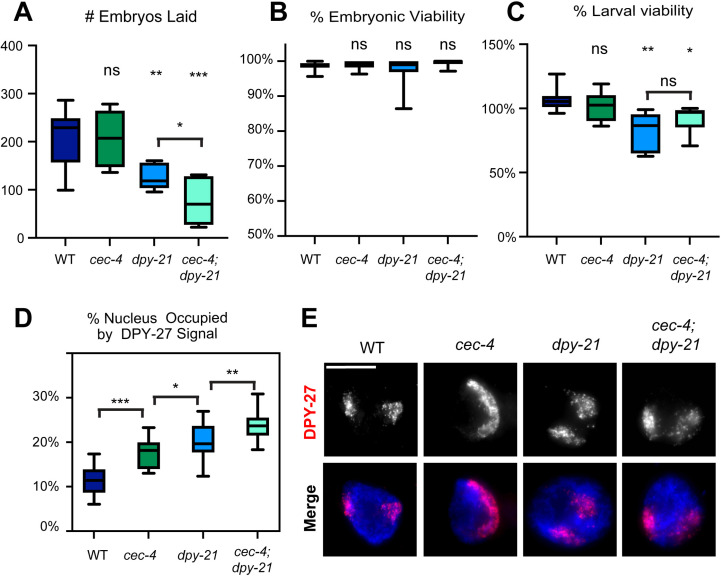
Loss of CEC-4 exacerbates dosage phenotypes caused by mutations in *dpy-21.* (A) The average of total number of eggs laid per worm in WT, *cec-4, dpy-21,* and *cec-4; dpy-21* backgrounds. (B) The average percentage of embryos that hatched after 24 hours. (C) The average percentage of larvae that survived to adulthood. **(A-**C) Progeny from 6-8 individual worms were scored per experiment for each genotype. Results shown are the combined averages from three independent experiments (18<n<24). Statistical significance was determined using Student’s t-test. For statistical analysis and p values see S9 File. (D) The extent of X chromosome decompaction in WT, *cec-4, dpy-21,* and *cec-4; dpy-21* hermaphrodites. A total of 20 nuclei were analyzed from 3-5 independent experiments, no more than 2 nuclei per individual worm. Statistical significance was determined using Student’s t-test. For statistical analysis and p values, see S10 File. (E) Representative images of adult hermaphrodite intestinal nuclei stained for DPY-27 (top) and merged images of DPY-27 (red) and DNA (DAPI, blue). Maximum intensity projections are shown. Unmodified images are shown on S14 Fig. Scale bar, 10 µm. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.

To assess the level of X chromosome compaction, we used DPY-27 IF to mark the territories of the X chromosomes. DPY-27 maintains X localization in these mutants (S15 Fig), and previous studies have used DPY-27 staining in *cec-4* and *dpy-21* mutants to analyze X chromosome compaction [25,49,33]. *cec-4* and *dpy-21* single mutants, as well as the *cec-4; dpy-21* double mutants all exhibited a prominently decondensed X chromosome (Fig 7E). Further quantitative analysis revealed that the X chromosomes were decondensed in *cec-4* and *dpy-21* single mutants, but in the *cec-4; dpy-21* double mutant strain the X occupied an even more significant proportion of the nucleus (Fig 7D and 7E). These observations show that adding the *cec-4* mutation to *dpy-21* mutants augments some defects associated with dosage compensation.

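Untreated N2, *cec-4*, *dpy-21* and *cec-4; dpy-21* larvae were compared, with 3 libraries each from the same table of FPKM values and with the model, the filter and the tests used for the DPY-27 depletion experiment. The *cec-4* and *dpy-21* single mutants had been backcrossed to N2 6 times. The 12 libraries were estimated at 18.0 to 27.7 M fragments, and each gave an FPKM of at least 1 for 10963 to 13048 genes. All comparisons with wild type rest on the same 3 N2 libraries, whose FPKM sums differed. In all 6 comparisons of another untreated strain with N2, the same 7 genes had an adjusted p-value under 0.05 in the same direction, 3 of them X-linked.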

To determine the impact of these mutations on X chromosome gene repression, mRNA-seq was performed in L3 hermaphrodites (Fig 8, see S16 and S17 Figs for correlation and clustering analysis, and S8 File for statistical analysis). We previously reported subtle upregulation of the X chromosomes in *cec-4* mutant L1 larvae compared to the wild type [33]. In L3 larvae, this upregulation was even more modest and not statistically significant (X derepression = 0.027, p = 0.421) (Fig 8A), suggesting that lack of CEC-4 alone does not have a significant impact on X-linked gene regulation despite the observed changes in X chromosome compaction and nuclear localization. In contrast, the *dpy-21* mutant displayed a more pronounced derepression of the X chromosome (X derepression = 0.612, about 1.53-fold change, p < 2.2 x 10^-16^) (Fig 8B), consistent with previous results [25,29]. 

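The median log2 fold change of *cec-4* against N2 was 0.075 for X-linked genes and 0.025 for autosomal genes, an X derepression of 0.050, or 1.04-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 0.0942, and permutation of the chromosome labels, p = 0.0932). Between the libraries, the X:A score differed by 0.061, within the spread between replicates (exact permutation test, p = 0.40). With a mean FPKM of at least 5 as the filter, X derepression was 0.070 and passed the Wilcoxon test. Without replicate 3 of N2 it was 0.091 and passed as well, whereas it was 0 with no filter and 0.0078 without replicate 2 of N2. In limma's test 26 genes had an adjusted p-value under 0.05, with 9 X-linked genes higher and 2 lower, 10 autosomal genes higher and 5 lower, and 2202 genes with an unadjusted p-value under 0.05. Of the 26 genes, 15 were also past the threshold in the same direction between *dpy-27::AID* and N2, which uses the same N2 libraries. The *cec-4* transcript was at 18.1, 5.34 and 19.6 FPKM in the N2 libraries and listed at 0 in the 3 *cec-4* libraries, with an adjusted p of 0.116 in limma's test. Adjusted over the 19 genes named in advance alone, it passed.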

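In *dpy-21* against N2, X-linked genes had a median log2 fold change of 0.66 and autosomal genes one of 0.00016, an X derepression of 0.66, or 1.58-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 5.15e-173). A log2 fold change above 0 was found in 82.3% of X-linked and 50.0% of autosomal genes. In *dpy-21* the X:A score was 0.26 ± 0.083 (SD, n = 3), 0.67 above that of N2 with no overlap (exact permutation test, p = 0.10). In limma's test 487 genes had an adjusted p-value under 0.05, of which 192 were X-linked and higher and 5 X-linked and lower, 125 autosomal and higher and 165 autosomal and lower. With only *dpy-21* and N2 in the model the count was 50, of which 12 were X-linked and higher. It ranged from 65 to 1640 genes when 1 library was left out. The 3 X-linked genes with the smallest adjusted p-values had a lower mean FPKM in N2 than in each of the other 10 conditions, and were past the threshold in *cec-4* against N2 too. *Y73B3A.20* (WBGene00022221, X from 47690 to 58063) had 12.1 ± 5.59 FPKM in *dpy-21* and 0.53 ± 0.50 in N2 (SD, n = 3 each), with a log2 fold change of 4.75 (standard error 0.64, adjusted p = 0.000518). *H42K12.3* (WBGene00019272, X from 1311391 to 1316640) had 38.8 ± 13.6 and 0.88 ± 1.53 FPKM (SD, n = 3 each), with a log2 fold change of 6.94 (standard error 1.01, adjusted p = 0.00151). The pseudogene WBGene00000755 (X from 12636153 to 12637056) had 62.7 ± 24.9 and 5.66 ± 5.66 FPKM (SD, n = 3 each), with a log2 fold change of 3.90 (standard error 0.59, adjusted p = 0.00192). The *dpy-21* transcript itself had a log2 fold change of -0.17 (standard error 0.22, adjusted p = 0.715).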

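Between *cec-4; dpy-21* and N2, the medians were 0.73 on the X and -0.031 on autosomes, an X derepression of 0.76, or 1.69-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 9.65e-226). Permutation of the chromosome labels gave p = 1e-05, the smallest the permutations can give, as it did for *dpy-21* against N2. The X:A score of the double mutant was 0.37 ± 0.0030 (SD, n = 3), which exceeded that of N2 by 0.77 (exact permutation test, p = 0.10). Of 572 genes with an adjusted p-value under 0.05, 256 were X-linked and higher and 3 X-linked and lower. The transcript of *cec-4* was among them (adjusted p = 0.0421), listed at 0 in all 3 libraries of the double mutant, but it passed in only 1 of the 6 analyses that left out 1 library. With a replicate block in limma's model it did not pass (adjusted p = 0.0517).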

When we compared the *cec-4; dpy-21* double mutant to the wild type, we observed an even more drastic change in gene expression (X depression = 0.721, 1.65-fold change, p = 2.2 x 10^-16^) (Fig 8C). Furthermore, when juxtaposing the *cec-4; dpy-21* double mutant against its single mutant counterparts, the results underscored that *cec-4; dpy-21* expressed X-linked genes at a higher level than either single mutant (*cec-4; dpy-21* vs *cec-4*: X derepression = 0.669, p = 2.2 x 10^-16^, and *cec-4; dpy-21* vs *dpy-21*: X derepression = 0.09, p = 5.05 x 10^-13^) (Fig 8D and 8E). 

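Against *cec-4*, the double mutant had a median log2 fold change of 0.61 on the X and -0.075 on autosomes, an X derepression of 0.68, or 1.60-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 2.58e-272). Its X:A score was higher by 0.71, with all 3 libraries of *cec-4; dpy-21* above all 3 of *cec-4* (exact permutation test, p = 0.10). In limma's test 208 genes had an adjusted p-value under 0.05, made up of 147 higher and 1 lower X-linked genes and 26 higher and 34 lower autosomal genes.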

Given the relatively minor derepression of the X chromosome in *cec-4* mutants, a significant increase in the X-linked gene expression levels of *cec-4; dpy-21* compared to *cec-4* alone was expected (Fig 8D). 

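Between *cec-4; dpy-21* and *dpy-21*, X-linked genes had a median log2 fold change of 0.066 and autosomal genes one of -0.027, an X derepression of 0.093, or 1.07-fold (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 2.34e-14). Of the X-linked genes, 56.9% were higher in the double mutant, against 46.4% of the autosomal genes. The X:A scores of the *dpy-21* libraries were 0.35, 0.18 and 0.26, and all lay under the lowest score of the double mutant at 0.36, for a difference of 0.10 (exact permutation test, p = 0.10). Without a filter on mean FPKM, X derepression was 0.0058. No gene had an adjusted p-value under 0.05 in limma's test, and 519 had an unadjusted p-value under 0.05. The transcript of *cec-4* was at 11.3, 0 and 2.10 FPKM in the libraries labelled *dpy-21*.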

The *dpy-21* single mutant already exhibited an upregulation in X chromosome gene expression; however, the *cec-4; dpy-21* double mutant significantly surpassed it in X derepression (Fig 8E). 

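Whether *cec-4* adds more to X-linked expression in *dpy-21* mutants than in wild type was tested as an interaction. Over genes, the median was 0 on the X and -0.072 on autosomes, an X derepression of 0.072 (Wilcoxon rank-sum test, n = 2061 X-linked genes, p = 0.00115, and permutation of the chromosome labels, p = 0.00124). It was 0.056 without replicate 3 of N2 and 0.043 without replicate 2 of *dpy-21*, and neither value passed the Wilcoxon test. Over libraries the X:A score differed by 0.040, which was not beyond the spread between replicates (exact permutation test over 400 arrangements of the genotype labels, p = 0.66). The paper reasons about CEC-4 from the small change in the single mutant and the added change in the double mutant (Fig 8A and 8E).

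**Figure D3:**
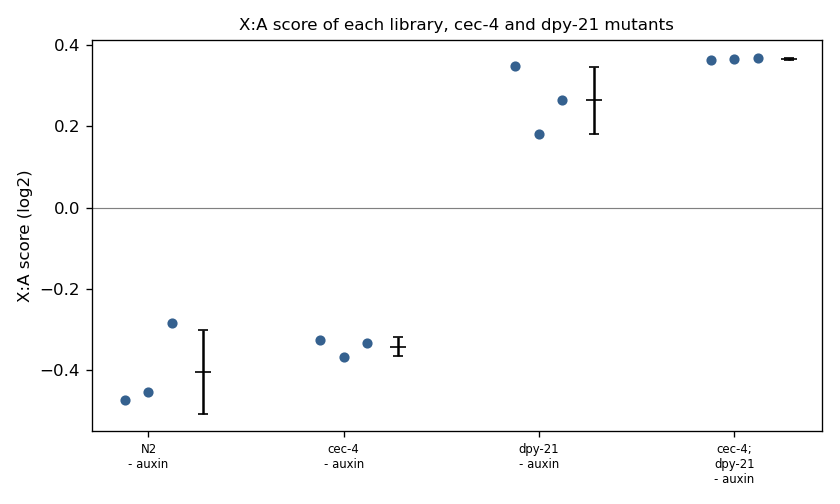
X:A score (log2) of each untreated library of N2, *cec-4*, *dpy-21* and *cec-4; dpy-21*, with points for the 3 replicates and bars for the mean and SD. N2 and *cec-4* libraries lie between -0.47 and -0.28, *dpy-21* libraries between 0.18 and 0.35, and the double mutant at 0.36 and 0.37.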

While *cec-4*, as a single mutation, does not substantially impact X-linked gene expression, our results show that the loss of *cec-4* sensitizes hermaphrodites to additional dosage compensation defects.

**Fig 8:**
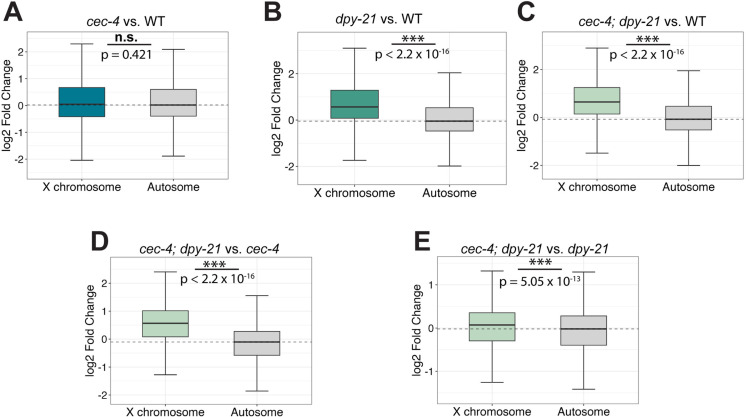
Loss of CEC-4 exacerbates gene expression defects caused by mutations in *dpy-21.* **(A-**E) Boxplots depicting the distribution of the expression change in X-linked genes and expression change in genes on autosomes is plotted as the log2 fold change of the strains being compared. Statistical significance is determined by the differences in gene expression between the X and autosomes by a Wilcoxon rank-sum test. (n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001) (A) The log2 fold change in gene expression of the autosomes and the X chromosomes in *cec-4* mutant relative to the wild type (N2). (B) The log2 fold change in gene expression of the autosomes and the X chromosomes in *dpy-21* mutants relative to wild type (N2). (C) The log2 fold change in gene expression in *cec-4; dpy-21* relative to wild type (N2). (D) The log2 fold change in gene expression in *cec-4; dpy-21* compared to *cec-4*. (E) The log2 fold change in gene expression in *cec-4; dpy-21* compared to *dpy-21*. The derepression of the X chromosome genes is significantly higher in the double mutant than in single mutants.

## Discussion

In this study, we investigated the relative importance of the DCC during two phases of dosage compensation: establishment and maintenance. We depleted DPY-27, a core protein subunit of the dosage compensation machinery, condensin I^DC^, using the auxin-inducible degron system during embryonic and larval development. Our data indicated that DPY-27 function is essential during embryonic development, but the protein is dispensable for hermaphrodite survival during larval and adult stages. In an additional dosage compensation mechanism, the non-condensin DCC member DPY-21 significantly contributes to X-linked gene repression by enriching H4K20me1 on the X chromosome [25]. We show that the enrichment of H4K20me1 is lost rapidly after DPY-27 depletion, indicating that the mark must be continuously maintained, presumably by DPY-21 recruited to the X by DPY-27. In addition, after DPY-27 depletion, the X chromosomes are decondensed and more centrally located in the nucleus. These changes are accompanied by significant increases in X-linked gene expression. In addition to the contributions of the DCC, the nuclear lamina protein CEC-4 also contributes to X morphology and repression, potentially via its known role of tethering H3K9me3 chromatin to the nuclear periphery [33]. We found that a loss-of-function mutation in *cec-4* amplifies the sensitivity of hermaphrodites to the depletion/mutation of other dosage compensation processes. These results suggest that CEC-4 serves to stabilize repression initiated by condensin I^DC^ or H4K20me1. By loss-of-function mutations in *cec-4* and *dpy-21* and depletion of DPY-27, we unexpectedly revealed that larval and adult hermaphrodites are resilient to depletion of known dosage compensation mechanisms and substantial increase in X-linked gene expression.

### Condensin I^DC^ function is required for embryonic viability but not for larval and adult viability

A previous study using a cold-sensitive mutant for *dpy-27* demonstrated that inactivating DPY-27 during the comma stage of embryonic development leads to more extensive lethality than inactivation of the protein at later stages. However, the differences in viability counts at the different temperatures were only about 20% [39]. We re-examined this question using the auxin-mediated degradation system, where adding auxin leads to rapid and near complete depletion of DPY-27. Prior to auxin treatment, the strains had essentially 100% viability, while auxin treatment during embryogenesis led to essentially 100% lethality. These results demonstrate that condensin I^DC^ activity is essential during embryonic development when cell fates are being specified, and cells begin to differentiate into different cell types. At the end of embryonic development, the embryo consists of about 500 cells, the majority of which have exited the cell cycle and begun terminal differentiation [38]. Depletion of condensin I after embryogenesis is not incompatible with viability despite developmental abnormalities in depleted larvae. This result raised two possibilities. First, it is possible that dosage compensation, once established, can be maintained in the absence of condensin I^DC^. Second, it is possible that X chromosome repression is not maintained but the larvae can tolerate defects in X-linked gene regulation. Our results, discussed below, are consistent with the second scenario.

### Condensin I^DC^ must remain on the X to maintain the condensed conformation

We show that compaction of the dosage compensated X cannot be maintained without DPY-27. By varying durations of auxin exposure and observing the condensin I^DC^ subunit CAPG-1, we saw the loss of condensin I^DC^ enrichment on the X and the gradual loss of CAPG-1 signal from the nucleus (Figs 2 and 3). We propose that the absence of DPY-27 leads to the destabilization of the condensin I^DC^ ring, resulting in the release of the complex from the X and gradual degradation of other complex members. The X chromosome also decondenses after condensin I^DC^ loss, indicating that chromosome compaction must be actively maintained. Previous research investigating the maintenance of mitotic or meiotic chromosome architecture demonstrated that depletion or inactivation of mitotic condensin subunits after chromosome condensation has taken place leads to disorganized chromosome structure with reduced rigidity or a larger surface area [50–53]. Similar to what we observed about the continued need for condensin I^DC^ to maintain the compact structure of dosage compensated X chromosomes, maintenance of mitotic chromosome architecture also requires the continued presence of condensin. However, in the studies of mitotic chromosomes, compaction was maintained after condensin loss, only the organization or rigidity of chromosomes was altered. In our study, compaction of the interphase X chromosome was not maintained. It has been suggested that during mitosis additional mechanisms, such as posttranslational histone modifications, contribute to chromosome condensation [54]. We hypothesize that in the absence of these mitosis-specific histone modifications in interphase, condensin function is necessary for compaction. We note that two posttranslational histone modifications associated with mitosis, namely enrichment of H4K20me1 and depletion of H4K16ac, are also features of interphase dosage compensated X chromosomes of *C. elegans* [26,27,54,56]. However, additional mitotic histone modifications that are not present on dosage compensated X chromosomes (for example H3S10Ph or depletion of additional acetylation marks) may also contribute to condensin independent chromosome compaction in mitosis [57]. Our findings indicate that the complete condensin complex must remain associated with the X for the maintenance of compaction during developmental stages in which most cells are post-mitotic. A recent study employed TEV protease-mediated cleavage of DPY-26, a subunit of condensin I^DC^ to inactive the complex. Cleavage of DPY-26 in the L1 stage led to loss of TAD structures from the X, suggesting that condensin I^DC^ is also required to maintain the fine-scale structural organization of the chromosome [58]. Compaction and organization of the chromosome into TADs are separable functions, as it is possible to disrupt TADs without loss of compaction [49]. Our results, together with the study by Das et al [58], suggest that the continued presence of condensin I^DC^ is required to maintain both levels of chromosomal organization.

In the absence of both condensin I^DC^ and CEC-4, the structure of dosage compensated X chromosomes is even more disrupted. However, the exact role of CEC-4 in the process remains unclear. We previously showed that the impact of CEC-4 on X chromosome compaction is most pronounced in the middle gene-rich domain, and the left arm the chromosome (where the H3K9me3 mark and nuclear lamina interactions are enriched) remains relatively unaffected [33]. Gene expression changes on the X were also not limited to the H3K9me3-enriched domain (to which CEC-4 binds) both in our previous study [33] and our current one (S13 Fig). Thus, the effect appears more chromosome-wide. This is consistent with previous studies that showed a lack of correlation between DCC binding site on the X and genes being regulated by dosage compensation [24,59], and a lack of correlation between DCC-induced TAD formation and changes in gene expression [19]. Thus, it has been suggested that dosage compensation impacts gene expression more in a chromosome-wide manner, rather than locally by regulating individual genes.

### The presence of DPY-27 is required to actively maintain the enrichment of H4K20me1 on the X

Shortly after the loss of DPY-27 signal, the H4K20me1 mark exhibits a loss of specific localization on the X with increasing auxin exposure time (Figs 2 and 4). We propose that the continued presence of DPY-21 (presumable recruited by DPY-27) on the X is necessary to maintain H4K20me1 enrichment on the X. Notably, the presence of DPY-21 is not essential for the localization of condensin I^DC^ on the X; however, for DPY-21 to bind the X, the presence of condensin I^DC^ is required [22]. Our results are similar to what was seen for H3K9me2 and MET-2. Maintenance of this chromatin mark in *C. elegans* also requires the continued presence of the enzyme that places it [60]. Our results suggest that functional condensin I^DC^ plays a role in maintaining the localization of DPY-21 on the X, and its continued presence is required even in post-mitotic developmental stages. We hypothesize that in the absence of DPY-27 and DPY-21, either there is frequent enough histone turnover to lose the H4K20me1 enrichment or that the X is rendered accessible to histone modifiers that remove the H4K20me1 or modify the mark to di- or trimethylation.

### Condensin I^DC^ is required to maintain X-linked gene repression in hermaphrodites

Severe depletion or mutation of dosage compensation in *C. elegans* is hermaphrodite lethal. Unexpectedly, we observed that hermaphrodites survive as larvae with near complete depletion of DPY-27, albeit with major phenotypic defects (Fig 1C**).** Furthermore, they survive without other vital contributors to X-linked gene regulation in addition to DPY-27 depletion, namely, the activities of CEC-4 and H4K20me1 (Figs 1 and 4). In short, auxin-treated *TIR1; dpy-27::AID; cec-4* larvae survive without measurable activity of any known dosage compensation mechanism. Our study revealed increases in X-linked gene expression beyond levels reported in *dpy-27* null mutant embryos or L1 larvae (log2 fold change in X-linked gene expression of less than 0.3) [29] or *sdc-2* mutant embryos treated with *sdc-2* RNAi (log2 fold change about 0.6) [49]. Dosage compensation defects in these mutants lead to lethality. Our most significant increase in X-linked gene expression was measured in *TIR1*; *dpy-27::AID; cec-4* L3 larvae after auxin exposure with a log2 fold change in X-linked gene expression at a value of 0.78 (Fig 5). These larvae survive despite more significant gene expression defects than previously reported for embryos dying of dosage compensation defects. We suggest that the absence of these dosage compensation processes is acceptable in these animals because the continued repression of the X is no longer essential after early development once cell fates have been specified and the cells have differentiated.

In mice, the critical contributor to dosage compensation, the long non-coding RNA *Xist*, can be deleted with minimal change to X repression as long as it is deleted during the maintenance phase after X chromosome inactivation is fully established [61,62]. However, unlike the continued repression of the mouse X despite the loss of *Xist*, we observed a significant derepression of X-linked genes in *C. elegans* hermaphrodites after the depletion of DPY-27. Derepression was also observed in a recent study after inactivation of condensin I/I^DC^ during the L1 stage [58]. The difference between dosage compensation maintenance in mice and *C.* elegans might be due to the nature of the repressive mechanisms. In mice, X chromosome inactivation involves the establishment of facultative heterochromatin on the X chromosomes, including DNA methylation and heterochromatic histone modifications [63]. Studies in other organisms have shown that these chromatin marks can be maintained by propagating them during the S phase [64–67], even without the initial trigger. The repressive mechanisms involved in *C. elegans* dosage compensation are different. H4K20me1 patterns are not propagated during DNA replication; in fact, H4K20me1 levels decrease in S phase due to the activity of an H4K20me1 demethylase PHF8 [68]. Instead, H4K20me1 is thought to be established during mitosis [55] and then converted to H4K20me2/3 methylation after mitotic exit [55]. Our results suggest that maintenance of this mark on dosage compensated X chromosomes requires the continued presence of DPY-27, presumably recruiting the H4K20me2 demethylase DPY-21 [25].

### The loss of function of *cec*-4 sensitizes hermaphrodites to the loss of DPY-27 or DPY-21

The *cec-4* mutation, combined with DPY-27 depletion, showed only minor changes in nuclear compartmentalization and chromosome compaction compared to DPY-27-depleted strains with functional CEC-4 (Fig 5). However, there was a notable decrease in hermaphrodite viability of DPY-27 depleted larvae with a *cec-4* mutation compared DPY-27 depleted larvae without a *cec-4* mutation (Fig 1E), suggesting disruption to X-linked gene regulation approaching unacceptable limits for survival. When a *cec-4* mutation was combined with a *dpy-21* mutation, there was an observable increase in X decompaction and a decrease in brood size in the double mutant compared to single mutants, again suggesting greater disruption to dosage compensation (Fig 7). mRNA-seq analysis indicated that the loss-of-function mutation of *cec-4* alone minimally increased X-linked gene expression (Fig 8A). However, in scenarios where a *cec-4* mutation was coupled with DPY-27 depletion or *dpy-21* mutation, we observed a substantial increase in X-linked gene expression, significantly more than in strains without the *cec-4* mutation (Figs 6 and 8). Previous studies have highlighted the involvement of CEC-4 in cellular differentiation and stabilizing cell fates by anchoring heterochromatic regions of the genome to the nuclear lamina [32]. We propose that the same activity may also stabilize repression of the X chromosomes by the dosage compensation complex. Cells actively undergoing differentiation demand precise gene expression levels. However, we hypothesize that the loss of some repressive mechanisms after differentiation are acceptable, partly because CEC-4 may help lock down established gene expression patterns, including the repressed state of dosage-compensated X chromosomes. It should be noted, however, that the loss of *cec-4* challenges the health of *C. elegans* larvae depleted of other dosage compensation proteins, but most of the larvae survive. We hypothesize that losing these mechanisms, including CEC-4 function, at the larval developmental stage does not result in outright lethality because cellular differentiation is more complete.

While DCC-mediated mechanisms are crucial for viability during the establishment of dosage compensation, our results demonstrate that they are not essential for survival during the maintenance stage. During larval and adult developmental stages, hermaphrodites survive without any known dosage compensation activity. This resilience raises questions about the necessity of continued X repression after embryonic development.

## Materials and methods

### Caenorhabditis elegans strains

The strains used are shown in Table 1. Strains were maintained at 20°C on nematode growth media (NGM) plates seeded with the *Escherichia coli* strain OP50 as a food source, as described in [69]. For some experiments requiring larger number of worms, strains were grown on high-growth media (HGM) plates were seeded with *E. coli* strain NA22, as described in [70].

**Table 1:** C*. elegans* strains.

Genotype	Strain	Source
Wild Type	Bristol N2	CGC
*dpy-21(e428)* V	EKM71	This study
*cec-4 (ok3124)* IV	EKM121	This study
*cec-4 (ok3124)* IV; *dpy-21(e428)* V	EKM222	This study
ieSi57[Peft-3::*TIR1*::mRuby::unc-54 3’UTR, cb-unc-119(+)] II; *dpy-27*::*AID::MYC* (xoe41) III	EKM237	This study
*dpy-27::AID::MYC* (xoe41) III	EKM227	[41]
*dpy-27::AID::MYC* (xoe41) III; *cec-4* (ok3124) IV	EKM233	This study
ieSi57[Peft-3::*TIR1*::mRuby*::unc-54* 3’UTR, *cb-unc-119*(+)] II; *dpy-27::AID::MYC*(xoe41) III; *cec-4*(ok3124) IV	EKM238	This study
wrdSi3 [*sun-1*p::*TIR1*::F2A::mTagBFP2::AID*::NLS::tbb-2 3’UTR] II; *dpy-27*(*xoe4*1[*dpy-27::AID::myc*]) III; *him-8* (*me4*) IV	JEL1197	[41]
*unc-119* (*ed3*); ieSi57 [*Peft-3*::*TIR1*::mRuby::*unc-54* 3’UTR, *cb-unc-119*(+)] II	CA1200	[42]

The alleles for *dpy-21 (e428)* and *cec-4 (ok3124)* were initially acquired from the *Caenorhabditis* Genetics Center (CGC) as the strains CB428 and RB2301, respectively. Each strain was backcrossed to Bristol N2 six times to generate the strains EKM71 *dpy-21 (e428)* and EKM121 *cec-4 (ok3124)*. EKM222 was obtained by crossing EKM71 to EKM121.

The strain JEL1197 was received from and generated by [41]. To isolate the *dpy-27::AID::MYC* (xoe41) allele, JEL1197 was crossed to wild type to produce EKM227. EKM227 was then crossed to CA1200 [42] to create EKM237.

To add *cec-4 (ok3124)* to the background, EKM227 was crossed with EKM121. The subsequent strain, EKM233, was crossed with CA1200 to generate EKM238.

### Antibodies

Antibodies used in this study include rabbit anti-H4K20me1 (Abcam ab9051), rabbit anti-DPY-27 [11], rabbit and goat anti-CAPG-1 [33], and rat anti-HTZ-1 [71]. Secondary anti-goat, anti-rat, and anti-rabbit antibodies were purchased from Jackson Immunoresearch.

### Synchronized worm growth and collection

To obtain synchronized worm populations, gravid adults were bleached to collect embryos [72]. During bleaching, the hermaphrodites degrade and leave only embryos, which are then collected. After washing with sterile 1X M9 salt solution [73], the embryos are isolated and shaken slowly overnight in a flask containing M9 buffer to allow them to hatch. Synchronized L1s were plated onto either NGM with OP-50 or HGM with NA22 plates as needed. Synchronized L1s were used in RNA-seq, IF, and larval development assays. After synchronization, L1s were grown to L3, or adult as needed per assay.

### Auxin Treatment

Strains were subjected to auxin (Thermo Fisher Alfa Aesar Indol-3-Acetic Acid #A10556) by incorporation into NGM or HGM plates at a final concentration of 4mM, as described in [42,74]. Auxin-containing plates were maintained in the dark at 4°C for up to a month.

### Assay of viability upon auxin exposure initiated during embryogenesis

L4 hermaphrodites were placed on an auxin-containing plates or NGM plates for controls to ensure all embryonic development occurs while exposed to auxin. Plates were maintained in the dark at 20°C. Worms were placed on plates with or without auxin for an egg-laying period of 24 hours. After this period, the adult was removed from the plate, and the embryos laid were counted. 24 hours later, the number of dead larvae and dead embryos were quantified. Live adults were counted 3 days after the initial egg-laying period. Three independent replicates were performed. Differences were evaluated using Fisher’s exact test comparing the numbers of dead and live progeny for each genotype.

### Assay of viability upon auxin exposure initiated during larval development

Experiments testing larval development began with synchronized L1 larvae. The synchronized population was resuspended in M9 and split evenly between an auxin plate and a plate without auxin for 3 days. Worms surviving after 3 days were counted. Assuming an equal number of larvae initially plated, the final counts are reported as a ratio of survival on auxin to survival off auxin. Three independent replicates were performed. Differences were evaluated using Chi square test comparing the number of surviving worms on auxin to the number surviving off auxin of each genotype.

### Brood Count Assay

Young adult hermaphrodites were allowed to lay eggs on NGM and moved to new plates each day until fertilized embryos were no longer produced. For each plate, after removal of the parent, the number of embryos laid were counted, and after 24 hours, the number of dead embryos were counted. After 3 days of development, the number of surviving adults were counted. Embryonic viability was quantified as the number of hatched embryos/total embryos. Larval viability was quantified as total number of adults/hatched embryos.

### Immunofluorescence (IF)

Hermaphrodite worms were dissected in 1x sperm salts (50 mM Pipes pH 7, 25 mM KCl, 1 mM MgSO_4_, 45 mM NaCl, and 2 mM CaCl_2_) and fixed in 4% paraformaldehyde (PFA) diluted in 1X sperm salts on a glass slide for 5 minutes in a humid chamber containing PBS-T (PBS with 0.1% and Triton X-100). Slides were frozen on dry ice for at least 20 minutes with a 20x20 mm coverslip over the diluted PFA and dissected *C. elegans*. Using a razor blade, the coverslip was removed by flicking the coverslip off the slide. The slides were then washed in PBS-T 3 times for 10 minutes each. 30µL of diluted primary antibody was applied to each slide, a piece of parafilm was placed over the spot with the antibody to slow evaporation. The slides were incubated in a humid chamber at room temperature overnight. Slides were washed in PBS-T 3 times for 10 minutes and stained with corresponding secondary antibodies diluted 1:100 in PBS-T at 37°C for 1 hour. Three more washes in PBS-T were completed after the secondary antibody incubation. In the third wash, the nucleus was stained using DAPI diluted in PBS-T for 10 minutes at room temperature. Slides are mounted in Vectashield (Vector Labs).

### Fluorescence *in situ* hybridization (FISH)

Degenerate Primer PCR was used to amplify purified yeast artificial chromosomes (YACs) containing sequences corresponding to regions of the X chromosome and then labeled with dCTP-Cy3 alongside standard nucleotides using random priming as in [33,75]. The X paint FISH probe generated this way covers about 90% of the X. Adult hermaphrodites were dissected on glass slides in 1x sperm salts and fixed in 4% PFA. After 5 minutes of fixation, the specimen was covered with a 20x20 coverslip and placed on dry ice for at least 20 minutes. The coverslip was then flicked off the slide with a razor blade. Slides were washed in PBS-T three times and subjected to an ethanol series of increasing concentrations (70%, 80%, 90%, 100% EtOH) for 2 minutes each, after which the slides were air dried. To each slide, 10uL of X paint probe was added and incubated at 37°C overnight. Next day, the slides were washed in a 39°C water bath in 2x SSC/50% formamide three times, in 2X SSC solution three times for 5 minutes each, then in 1x SSC once for 10 minutes, followed by a room temperature wash in 4x SSC. DAPI was included in the final 4x SSC wash and slides were mounted using Vectashield. For FISH followed by IF, DAPI was excluded in the final 4X SSC wash, after which IF was performed as described above.

### Microscopy

Microscopy was performed using an Olympus BX61 microscope and a 60X APO oil immersion objective. Images were taken with a Hamamatsu ORCA-ER High-Resolution Monochrome Cooled CCD (IEEE 1394) camera. Images of nuclei were captured using the Slidebook 5 program (Intelligent Imaging Innovations). Only nuclei with a clear separation from the rest of tissue were imaged, no more than 3 per worm, and often no more than 1. All experiments included imaging nuclei from at least three independent experiments. A nucleus from the set 20 to 50 nuclei was chosen as a representative image. All representative images shown are maximum intensity projections of image stacks taken with 0.2-micrometer Z-spacing. Quantification (see below) was performed on the 3D stacks or individual Z planes, not on the maximum intensity projection images. For images used for fluorescence intensity quantification, exposure times were standardized to wild type. All images in the same type of analysis were then subjected to identical min-max adjustments.

### Quantification of signal intensity and signal enrichment

Fluorescence intensity of the DPY-27, CAPG-1, and H4K20me1 signals was quantified in Slidebook 5. For each nucleus, the segment mask function was used to manually capture the DAPI signal in 3D space and to create a DAPI mask. The mean fluorescence for the appropriate channel (DPY-27, CAPG-1, H4K02me1) in the DAPI mask in the 3D image stacks was recorded. This value was then divided by mean fluorescence signal of the same channel in the same image in a region that represented background fluorescence. Thus, the signal intensity represents mean signal intensity in the nucleus/background intensity.

To quantify enrichment of the signal, the line intensity function was used in Slidebook on a single Z plane from the middle of the nucleus. A line was drawn across the nucleus including the enriched region (presumably the X chromosome). In nuclei with no clear enrichment after DPY-27 depletion, a random line was drawn across the nucleus. The peak signal intensity on the line-scan was divided by the lowest signal intensity to obtain the ratio of relative enrichment of CAPG-1 or H4K20me1 on the X chromosomes over the rest of the nucleus.

### Quantification of X Volume

Z-stacked images of intestinal nuclei of hermaphrodites were trimmed to 10-15 slices at to include only planes with nuclear signal. Background signal was subtracted in ImageJ Fiji with a rolling ball radius of 50 pixels. After splitting the channels, the 3dManager from the 3dSuite plugin was used to create a three-dimensional ROI of the DAPI signal and a three-dimensional ROI of the FISH signal in the Cy3 channel [76]. For X volume quantification, the area of the Cy3 channel ROI inside the DAPI ROI was then compared in the 3dSuite 3DManager to find the X chromosome volume in the nucleus. The mask for the X chromosomes was limited to the area that overlaps with the DAPI mask signal, ensuring that the quantifications do not include non-specific staining of X paint FISH. The proportion of the nucleus occupied by the X is a ratio of the X signal volume to the DAPI signal volume measured in voxels (volumetric pixels).

### Three-zone assay

From the images of nuclei stained using FISH targeting the X chromosome, the middle slice with the most in-focus FISH signal was selected. The background was subtracted in ImageJ FIJI with a rolling ball radius of 50 pixels. The DAPI and Cy3 channels were then split and thresholded. Using the native ROI manager in ImageJ FIJI, the threshold of the DAPI mask was used to draw three concentric ellipses that formed three zones of equal area in the nucleus. The Cy3 signal overlap with each zone was calculated using the ROI Manager to return the X chromosome FISH signal percentage in each zone. For this assay, only nuclei with smooth edges and an elliptical shape were used.

### mRNA-seq

Synchronized L1s were placed on HGM plates with or without auxin and NA22 [77]. 24-hours later, L3 larvae were collected in M9. A small number of the larvae were removed and allowed to grow to adulthood for control staining experiments to ensure complete DPY-27 depletion. After pelleting, excess M9 was removed, and the remaining pellet was snap-frozen in liquid nitrogen with 1mL of Trizol. RNA was extracted and cleaned from the collected *C. elegans* using Qiagen RNeasy Kit. Poly-A enrichment, library prep, and next-generation sequencing were conducted in the Advanced Genomics Core at the University of Michigan. RNA was assessed for quality using the TapeStation or Bioanalyzer (Agilent). Samples with RINs (RNA Integrity Numbers) of 8 or greater were subjected to Poly-A enrichment using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB catalog number E7490). NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (catalog number E7760L) and NEBNext Multiplex Oligos for Illumina Unique dual (catalog number E6448S) were then used for library prep. The mRNA was fragmented and copied into first-strand cDNA using reverse transcriptase and random primers. The 3’ ends of the cDNA were then adenylated, and adapters were ligated. The PCR products were purified and enriched to create the final cDNA library. Qubit hsDNA (Thermofisher) and LabChip (Perkin Elmer) checked the final libraries for quality and quantity. The samples were pooled and sequenced on the Illumina NovaSeqX 10B paired-end 150 bp, according to the manufacturer’s recommended protocols. BCL Convert Conversion Software v4.0 (Illumina) generated de-multiplexed Fastq files. The reads were trimmed using CutAdapt v2.3. FastQC v0.11.8 was used to ensure the quality of data [78,79]. Reads were mapped to the reference genome WBcel235 and read counts were generated using Salmon v1.9.0 [80]. Differential gene expression analysis was performed using DESeq2 v1.42.0 [81]. Downstream analyses were performed using R scripts and packages. For visualizing gene expression changes along chromosomes, log2 fold change data in each genotype comparison was displayed using the Chromomap package [82] after filtering for all reads at a significance level of p<0.05. Alternatively, heatmaps were constructed displaying log2 fold change in gene expression arranged by chromosomal coordinates. Reads were positioned according to the chromosomal coordinates included in annotations provided by the reference genome in the previous RNAseq analysis and were displayed according to the *C. elegans* chromosome lengths found on WormBase.

## Supporting information

S1 Fig Unmodified original images for Fig 2. **(A)** Unmodified original images of panels shown on Fig 2A. DPY-27 IF is shown in red, DNA stain (DAPI) in blue. **(B)** Unmodified original images of panels shown on Fig 2B. DPY-27 IF is shown in red, HTZ-1 IF in green (used as staining control) and DNA stain (DAPI) in blue. The main figure only shows that DPY-27 and DAPI color channels. Scale bars, 10 µm.
(TIF)

S2 Fig Reproducibility of DPY-27 depletion. Control non-auxin treated worms and worms treated with auxin from the L1 stage from 3 days, or from day 1 of adulthood for 1 hr, or 24 hours were dissected and stain with anti-DPY-27 antibody, and anti-HTZ-1for staining control. Results from three independent experiments are shown. The merged images show DPY-27 in red and DNA (DAPI) in blue. Scale bars, 10 µm.
(TIF)

S3 Fig Unmodified original images for panels shown on S2 Fig. DPY-27 is shown in red, HTZ-1 (staining control) in green, and DNA (DAPI) in blue. Scale bars, 10 µm.
(TIF)

S4 Fig Unmodified original images for panels shown on Fig 3. **(A)** Unmodified images for Fig 3A. CAPG-1 staining is shown in green, H4K20me1 staining in red, DNA (DAPI) in blue. The main figure only shows the CAPG-1 and DAPI channels. **(B)** Unmodified images for Fig 3B. CAPG-1 staining is shown in green, HTZ-1 (staining control) in red, and DNA (DAPI) in blue. The main figure only shows the CAPG-1 and DAPI channels. Scale bars, 10 µm.
(TIF)

S5 Fig Unmodified original images for panels shown on Fig 4. **(A)** Unmodified images for Fig 4A. CAPG-1 staining is shown in green, H4K20me1 staining in red, DNA (DAPI) in blue. The main figure only shows the H4K20me1 and DAPI channels. **(B)** Unmodified images for Fig 4B. H4K20me1 staining is shown in green, HTZ-1 (staining control) in red, and DNA (DAPI) in blue. The main figure only shows the H4K20me1 and DAPI channels. Scale bars, 10 µm.
(TIF)

S6 Fig Unmodified original images for panels shown on Fig 5. X chromosome paint FISH probe is shown in red and DNA (DAPI) in blue. Scale bars, 10 µm.
(TIF)

S7 Fig Three-zone assay of X localization within the nucleus with and without auxin treatment. (**A**) Three-zone assay for the X paint FISH signal in strains grown without auxin (-) or after auxin treatment from L1 larval stage to adulthood (L) showing all three concentric zones. Fig 5 shows only the data for the innermost zone. (**B**) The proportion of the X paint signal seen in the peripheral zone of the nucleus. Differences between samples were evaluated using unpaired Student’s t-test. For complete statistical analysis see **S7 File**. n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001.
(TIF)

S8 Fig Analysis of *dpy-27::AID* RNA-seq samples. **(A)** Principal component analysis (PCA) plot depicting the relationships among *TIR1; dpy-27::AID*, and *TIR1; dpy-27::AID; cec-4* with and without auxin treatment. **(B)** Unsupervised hierarchical clustering of *TIR1; dpy-27::AID*, and *TIR1; dpy-27::AID; cec-4* with and without auxin treatment using Manhattan distance to calculate distance between samples, and ward.D2 algorithm to cluster samples.
(TIF)

S9 Fig Pearson correlation analysis of *dpy-27::AID* RNA-seq samples. Heatmap represents color corresponding to the Pearson correlation coefficient between any two samples. Samples analyzed included the *TIR1; dpy-27::AID*, and *TIR1; dpy-27::AID; cec-4* strains with and without auxin treatment.

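Over the 12 libraries of these strains, log2(FPKM + 0.1) correlated at a mean of 0.848 between replicates of one condition and 0.823 between conditions. Pairs of libraries ranged from 0.772 to 0.898, and for 8 of the 12 the most highly correlated library was a replicate of the same condition.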

(TIF)

S10 Fig Clustering analysis of all RNA-seq samples. Unsupervised hierarchical clustering of all RNA-seq using Manhattan distance to calculate distance between samples, and ward.D2 algorithm to cluster samples.
(TIF)

S11 Fig Pearson correlation analysis of all RNA-seq samples. Heatmap represents color corresponding to the Pearson correlation coefficient between any two samples.
(TIF)

S12 Fig mRNA-seq analysis of dpy-27::*AID* strains. **(A-D)** Boxplots depicting the distribution of the expression difference of X-linked genes and expression difference of genes on autosomes. Gene expression is plotted as the log2 ratio of the strains being compared. Statistical significance is determined by the differences in gene expression between the X and autosomes by a Wilcoxon rank-sum test. Samples compared are shown above the boxplots (n.s. = not significant, * = p < 0.05, ** = p<0.01, *** = p < 0.001).
(TIF)

S13 Fig Analysis of gene expression change in strains with and without *cec*-4 mutations mapped onto chromosomal regions. **(A)** Chromomap analysis of log2 fold change in gene expression along the X chromosomes and autosomes. Samples compared are indicated above the maps. **(B)** Heatmap of log2 fold changes along each chromosome arranged by chromosomal coordinates. Comparisons are indicated at the bottom.
(TIF)

S14 Fig Unmodified original images for panels shown on Figs 7 and S15. **(A)** Original unmodified images for Fig 7E. DPY-27 IF staining is shown in red and DNA (DAPI) in blue. **(B)** Original unmodified images for S15 Fig. DPY-27 IF is shown in green, X chromosome paint FISH probe is shown in red and DNA (DAPI) in blue. Scale bars, 10 µm.
(TIF)

S15 Fig DPY-27 localizes to the X chromosomes in *cec*-4 and *dpy*-21 mutants . Signal for DPY-27 IF colocalizes with X-paint FISH signal. In the merged image, DPY-27 is shown in blue and X paint FISH signal in red. DAPI is shown in grayscale. Scale bars, 10 µm.
(TIF)

S16 Fig RNA-seq analysis of *cec*-4 and *dpy*-21 mutants. **(A)** Principal component analysis (PCA) plot depicting the relationships among wild-type, single mutants (*cec-4* and *dpy-21*), and double mutants (*cec-4; dpy-21*) based on gene expression profiles. **(B)** Unsupervised hierarchical clustering of *cec-4* and *dpy-21* mutant RNA-seq datasets using Manhattan distance to calculate distance between samples, and ward.D2 algorithm to cluster samples.

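In the analysis of the deposited values, the first component held 18.2% of the variance and the second 14.3%. The first mainly set apart replicates 1 and 2 of wild type, at -188 and -76.8, from the other 10 libraries, which lay between -2.28 and 48.9. In hierarchical clustering at 4 branches, the 6 libraries carrying the *dpy-21* mutation formed one branch, and the single and double mutants were not separated.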

(TIF)

S17 Fig Pearson correlation analysis of *cec*-4 and *dpy*-21 mutant data sets . Heatmap represents color corresponding to the Pearson correlation coefficient between any two samples.

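Among the 12 libraries of wild type and these mutants, replicates of one condition correlated at a mean of 0.823 and libraries of different conditions at 0.810. The most highly correlated library was a replicate for 3 of the 12.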

(TIF)

S1 File Numerical data and statistical analysis for Fig 1B. Embryonic and larval viability after auxin exposure starting with the L4 stage of the parent. Total counts from three independent replicates are shown. Statistical analysis was performed using Fisher’s exact tests. Statistically significant differences (p<0.05) are highlighted yellow. NA, not applicable.
(XLSX)

S2 File Numerical data and statistical analysis for Fig 1E. Survival of larvae exposed auxin from the L1 stage was quantified. Total counts from three independent experiments are shown. Statistical analysis was performed using Chi square tests. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

S3 File Numerical data and statistical analysis for Fig 2C. Quantification of DPY-27 fluorescence intensity. Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Statistically significant differences (p<0.01) are highlighted yellow.
(XLSX)

S4 File Numerical data and statistical analysis for Fig 3C and 3D. Quantification of CAPG-1 enrichment and fluorescence intensity. Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

S5 File Numerical data and statistical analysis for Fig 4C and 3D. Quantification of H4K20me1 enrichment and fluorescence intensity. Statistical analysis was done using Brown-Forsythe and Welch ANOVA tests with multiple comparisons. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

S6 File Numerical data and statistical analysis for Fig 5B. Analysis of X chromosome decondensation. Statistical analysis was done using Student’s t-tests. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

S7 File Numerical data and statistical analysis for Fig 5C. Analysis of X chromosome localization within the nucleus via the three-zone assay. Statistical analysis was done using Student’s t-tests. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

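For each of 13 comparisons between conditions, the paper's file lists the median log2 fold change of autosomal and of X-linked genes, a difference and the p-value of a Wilcoxon rank-sum test. For untreated *TIR1; dpy-27::AID* against N2, the difference listed equals the X median. That test takes every gene as one observation, so its p-value reflects the number of genes and not the number of replicates. Recomputed from the deposited FPKM values, X derepression was positive in all 13 comparisons, from 0.037 for *dpy-27::AID* against N2 to 0.80 for auxin-treated against untreated *TIR1; dpy-27::AID; cec-4*.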

S8 File Statistical analysis of mRNA-seq. p values for the indicated comparisons are shown. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

S9 File Numerical data and statistical analysis for Fig 7A, 7B and 7C. Progeny viability in *dpy-21* and *cec-4* mutants. Average progeny counts from individual worms (6<n<8), collected over three independent experiments are shown. Statistical differences were evaluated using Student’s t-tests. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

S10 File Numerical data and statistical analysis for Fig 7D. Analysis of X chromosome decond(XLSX)ensation in *cec-4* and *dpy-21* mutants. Quantification of a total of 20 nuclei collected over the course of 3 to 4 independent experiments are shown. Statistical significance was evaluated using Student t-tests. Statistically significant differences (p<0.05) are highlighted yellow.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

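Messenger RNA of whole L3 hermaphrodites was measured in 33 libraries, 3 for each of 11 conditions and 7 strains, and the conditions were taken from the sample labels. The authors made poly(A) libraries, trimmed the reads with CutAdapt, quantified WBcel235 transcripts with Salmon and deposited one table of FPKM values for 21975 genes. How the authors computed FPKM from the Salmon output, and the design of their DESeq2 analysis, are not stated in the paper. Reads and counts were not analysed here.

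The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. FPKM values were taken as log2(FPKM + 0.1), and genes with a mean FPKM of at least 1 over the 33 libraries were tested (13309 genes, with 2061 on the X, 11236 on autosomes and 12 in the mitochondrial genome). Limma was fitted to all libraries with 11 condition means and a trend in the prior variance, without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. X derepression, the Wilcoxon rank-sum test, 100000 permutations of chromosome labels over genes, and the X:A score with exact permutation tests were computed for 16 comparisons, of which 13 are in the paper, and for 2 interactions. Genes are not independent replicates, so a p-value over genes says nothing on the spread between libraries.

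From the low FPKM values of 3739 genes with a single transcript and an exon length of at least 1500, the depth was estimated at 18.0 to 30.0 M fragments per library, which is an estimate because Salmon assigns fractions. Simulated data were used to test the procedure, with normal noise drawn independently for each gene and a single SD per gene, taken from these libraries, for all conditions. They held no correlation between genes, no exact zeros and no condition with a wider spread. The error rate in the real libraries may therefore differ. Of 200 genes changed by 2 on the log2 scale, 110 (55%) were called, all with the simulated sign, and 6 of 11036 unchanged autosomal genes were called, so a gene that is not called is not shown to be unchanged. A simulated X shift of 0.40 was recovered as 0.37.

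Genes named in the text were chosen by a rule set beforehand, except *cth-1*, which was named after its values were seen. The rule covers 19 genes of the dosage compensation complex and other chromatin proteins that the paper names and, for Fig 6B, 6C, 6D, 8B and 8E, up to 3 X-linked genes with the smallest adjusted p-value under 0.05 whose libraries did not overlap between conditions. The alternatives were pseudocounts of 1 and 0.01, no filter and a mean FPKM of at least 5, median-of-ratios scaling, a replicate block, fitting only the conditions compared, protein-coding genes only, ratios of condition means, other limits for the left end and the arms, correlation on FPKM as deposited, and leaving out each library in turn. Scaling to equal FPKM sums was added after the data had been seen. To match on expression and length, autosomal genes were weighted to the distribution of mean FPKM and exon length of X-linked genes. GC content was not tested, because no genome sequence was used.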

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

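The tests of the untreated baseline, of a single library, of a mislabelled sample and of the depth of that library were chosen only after the results were seen.

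The X:A score rose by 0.37 more on auxin in *TIR1; dpy-27::AID; cec-4* than in *TIR1; dpy-27::AID* (exact permutation test, p = 0.005), which is a difference between groups. Of that difference, 60.7% lay between the untreated libraries, where the scores differed by 0.22, against 0.14 with auxin. Against autosomal genes matched on mean FPKM and exon length the difference in X derepression was 0.39, and over genes with a mean FPKM of at least 15.5 it was 0.33, so neither expression level and length nor depth removed it. Of the 32 splits of the libraries that part the same-numbered pairs equally, 1, the real one, gave a value as large. A higher baseline in untreated *TIR1; dpy-27::AID* remains a candidate explanation for the part between untreated libraries, from which a response to auxin cannot be told apart there. The rest lies between the auxin-treated libraries, whose scores did not overlap (0.39 to 0.47 in *TIR1; dpy-27::AID* and 0.50 to 0.63 in *TIR1; dpy-27::AID; cec-4*), and the baseline does not account for it. Germline markers changed on auxin by 0.39 against the autosomal median in *TIR1; dpy-27::AID* and by -0.46 in *TIR1; dpy-27::AID; cec-4*. Autosomal molting and cuticle genes changed by 1.26 and -1.57. Whether germ cells or the molting cycle contribute to the difference between the strains was not tested.

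In *dpy-27::AID*, which lacks TIR1, X derepression on auxin was 0.20, a signal in a comparison the paper does not report. It was 0.21 against matched autosomal genes and 0.20 over the more highly expressed genes. Without replicate 3 of the auxin-treated libraries it was -0.024, and 3 of 4 splits gave a value as large. That library had an X:A score of 0.43. Its autosomal profile correlated less with its own condition (-0.081) than with *dpy-21* (0.076), a difference of -0.16, but 18 of the 32 other libraries correlated best with their own condition, so a mislabelled or mixed sample cannot be told from a variable one. Its estimated depth ranked 14 from the lowest, which does not single it out. The signal may therefore come from a single library. As an effect of auxin itself, it would amount to 44.8% of the X derepression in *TIR1; dpy-27::AID*, but X derepression on auxin in *cec-4*, which also lacks TIR1, was 0.069.

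Without auxin, *TIR1; dpy-27::AID; cec-4* had lower X-linked expression than *TIR1; dpy-27::AID*, by an X derepression of -0.23, in a comparison the paper does not report. The value was -0.24 against matched genes and -0.20 over the more highly expressed genes, and 1 of 4 splits, the real one, gave a value as large, the fewest possible, so the count does not decide on an accidental grouping. The *cec-4* mutation gave changes of the opposite sign against N2 (0.050) and in *dpy-21* (0.093), and the *cec-4* transcript was at 4.15 ± 4.53 FPKM in *TIR1; dpy-27::AID; cec-4* and 4.55 ± 2.16 in *TIR1; dpy-27::AID* (SD, n = 3 each).

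On auxin, *TIR1; dpy-27::AID; cec-4* had an X derepression of 0.83 against *cec-4*, also in a comparison the paper does not report. It was 0.83 against matched genes and 0.82 over the more highly expressed genes, and 1 of 4 splits, the real one, gave a value as large, the fewest possible, while the largest of the other splits gave 0.32. The X:A scores lay between 0.50 and 0.63 against -0.29 and -0.27. Libraries of both strains are labelled *cec-4* and auxin-treated, although the *cec-4* transcript was above 0 in 1 library of each, so depletion of DPY-27 may underlie it.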

How the results depend on the processing

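The alternatives were set before the data were examined, except scaling to equal FPKM sums, which was chosen after seeing them. X derepression reversed in 2 recomputations, newly passed the Wilcoxon test in 2 and no longer passed it in 3. It was 0 for *cec-4* against N2 without a filter. Named genes no longer had an adjusted p-value under 0.05 in 11, and a log2 fold change reversed in 1. The log2 fold change itself was not smaller in each of the 11. For *hum-6* on auxin in *TIR1; dpy-27::AID* it was 1.28 without treated replicate 2, against 1.21 with all libraries. For each change below, the cause was not tested.

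With a pseudocount of 1, *cec-4* against N2 gave 9 genes past the threshold (2 X-linked and higher) and the double mutant against *dpy-21* gave 1. Without a filter these were 17, 5 and 5, and the difference between arms and centres on auxin in *TIR1; dpy-27::AID; cec-4* was 0.060 and passed before adjustment over the tests of position. With a mean FPKM of at least 5, X derepression of *cec-4* against N2 was 0.070 and passed, 26 X-linked genes were higher on auxin in *TIR1; dpy-27::AID* and 19 between both strains on auxin, where the left-end difference was -0.024. With only the conditions compared in the model, *cec-4* against N2 gave 0 genes and 0 higher X-linked genes (2202 genes at an unadjusted p under 0.05 in the model of all libraries), *dpy-21* against N2 50 and 12, the double mutant against *dpy-21* 13 and 1 (4 X-linked genes lower), auxin in *TIR1; dpy-27::AID* 29 and 3 (2 lower), and both strains on auxin 179. With narrower arms the difference was -0.024 for *cec-4* against N2, no longer past the threshold, and -0.0029 between both strains on auxin. With the leftmost 3 Mb the left-end difference between both strains on auxin was -0.049. With a replicate block the interaction of *cec-4* and auxin on the X:A score was 0.37, but its sign-flip permutation test cannot give a p-value below 0.25.

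With equal FPKM sums, *cec-4* against N2 gave 56 genes (14 higher on the X), *dpy-21* against N2 774 and 420, the double mutant against *dpy-21* 1, and auxin in *TIR1; dpy-27::AID* 27 higher X-linked genes. This scaling moved the median log2 fold change of all genes from 0.032 to 0.36 for *cec-4* and from 0.088 to 0.39 for *dpy-21* against N2, and 92.9% and 93.3% of the genes past the threshold were then higher. Median-of-ratios factors were 1.02 in every library although the FPKM sums differed. How the deposited values had been scaled is not stated. Rescaling by these factors could not move a result and shows no stability. A block cannot move log2 fold changes in this balanced design.

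Leaving out 1 library at a time left 406 results in place, with 51 moved and 13 reversed. The p-value, adjusted for single genes, was no longer under 0.05 in 14 and newly under it in 2. Counts of genes were judged by their ratio, and other values only by a change of sign or a p-value that crossed 0.05. Score differences between a pair of conditions were judged by sign alone. A result in place may therefore have changed in size, as X derepression for Fig 6A did, from 0.41 to 0.79. For *cec-4* against N2, X derepression ranged from 0.0078 to 0.091, the genes past the threshold from 11 to 1337, the higher X-linked genes from 1 to 164, the left-end difference from -0.023 to 0.099 and that of arms from -0.074 to -0.013, the latter without replicate 1 of N2 and no longer past the threshold. For *dpy-21* against N2 the counts ranged from 65 to 1640 and 38 to 402, and the log2 fold change of *dpy-21* from -0.43 to 0.12. X derepression of *dpy-27::AID* against N2 ranged from -0.0098 to 0.10. The interaction of *cec-4* and *dpy-21* ranged from 0.043 to 0.11 over genes and from -0.013 to 0.083 on the X:A score. Over genes it no longer passed the Wilcoxon test in 2 of 12 fits. The double mutant against *dpy-21* gave 0 to 2 genes (519 at an unadjusted p under 0.05 with all libraries). Auxin in *dpy-27::AID* ranged from -0.024 to 0.34 over genes and from -0.020 to 0.39 on the score. Auxin in *TIR1; dpy-27::AID* gave 5 to 138 genes and 1 to 58 higher X-linked genes. Auxin in *TIR1; dpy-27::AID; cec-4* gave 359 to 579 genes, 115 to 197 higher X-linked genes and an arm difference of -0.011 to 0.027. Both strains on auxin gave 70 to 291 genes, 0 to 13 higher X-linked genes, a left-end difference of -0.025 to 0.0090 and an arm difference of -0.011 to 0.019.

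Counts of genes in Fig 6B and 8B thus varied more with the libraries and the model than X derepression did. Counts for Fig 8C and S12A, S12C and S12D Fig, which use the N2 libraries too, were not recomputed in this way. X derepression stayed above 0 in each alternative run for Fig 6B, 6C, 8B, 8C and 8D. It did so for Fig 6D and 8E too, but fell to 0.025 and 0.0058 without a filter, close to 0.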

Differences from the paper's values

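Of the values in S8 File and the text that were recomputed, 36 did not differ by the rule used and the following did. Medians and X derepression differ by the rule when their signs differ or their gap exceeds the SD between replicates, and p-values when one is over 1.5 times the other, so an alternative named below may stop differing by its sign alone and need not lie nearer the paper's value. For *cec-4* against N2 the paper's Wilcoxon p is 0.421 and the recomputed p is 0.0942 (n = 2061 X-linked genes). Among the alternatives set before the data were examined, leaving out N2 replicate 1 (0.324) or *cec-4* replicate 3 (0.286) did not differ by the rule, and the others did. For the double mutant against *dpy-21* the paper's p is 5.047e-13 and the recomputed p 2.34e-14 (n = 2061 X-linked genes). For both strains on auxin (Fig 6D) the paper's p is 4.883e-07 and the recomputed p 1.56e-08 (n = 2061 X-linked genes). For auxin in *cec-4* the paper's p is 1.611e-11 and the recomputed p 9.52e-11 (n = 2061 X-linked genes), and for untreated *TIR1; dpy-27::AID; cec-4* against N2 the paper's p is 6.265e-15 and the recomputed p 5.02e-17 (n = 2061 X-linked genes). Each of the alternatives set before the data were examined differed as well for these 4 values. For *dpy-27::AID* against N2 the paper's p is 0.001599 and the recomputed p 0.00416 (n = 2061 X-linked genes), and a pseudocount of 1 gave 0.00185, the only alternative that did not differ.

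For *dpy-21* against N2 the paper's autosomal median is -0.0455593 and the recomputed one 0.00016. A pseudocount of 1 (-0.0077), no filter (0), a mean FPKM of at least 5 (-0.056), protein-coding genes (-0.0022), the ratio of condition means (-0.068) and leaving out N2 replicate 1 (-0.033) did not differ by the rule. For the double mutant against *cec-4* the paper's X median is 0.565223 and the recomputed one 0.61, with each alternative differing as well, and the paper's autosomal median is -0.103919 against -0.075, with the ratio of condition means (-0.10) and leaving out *cec-4* replicate 1 (-0.099) not differing. For auxin in *TIR1; dpy-27::AID; cec-4* the paper's autosomal median is -0.0694225 and the recomputed one -0.13, and a pseudocount of 1 (-0.10), a mean FPKM of at least 5 (-0.11) and the ratio of condition means (-0.072) did not differ. For untreated *TIR1; dpy-27::AID* against N2 the paper's autosomal median is -0.00402754 and the recomputed one 0.034, and a mean FPKM of at least 5 (-0.049), the ratio of condition means (-0.035) and leaving out N2 replicate 1 (-0.026) did not differ by the rule, although the first of these lies farther from the paper's value.

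For auxin in *cec-4* the paper's X derepression is 0.0339546 and the recomputed one 0.069. A pseudocount of 1 (0.053), no filter (0.040), a mean FPKM of at least 5 (0.039), the ratio of condition means (0.055), and leaving out untreated replicate 2 (0.040) or 3 (0.053) or treated replicate 2 (0.047) or 3 (0.056) did not differ. The paper's X median is 0.0236872 against 0.088, with no filter (0.040) and the ratio of condition means (0.034) not differing. The paper's autosomal median is -0.0102674 against 0.019, with no filter (0), the ratio of condition means (-0.021) and leaving out untreated replicate 1 (0) not differing.

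The paper states that auxin-treated libraries group apart from untreated ones and that both treated strains group apart from each other. On the first 2 principal components the treated libraries of each strain were apart from the untreated ones, on the first component for *TIR1; dpy-27::AID* and on the second for *TIR1; dpy-27::AID; cec-4*. On the second component treated *TIR1; dpy-27::AID* (-1.91 to 16.2) overlapped untreated libraries (11.7 to 34.5), and in the recomputed hierarchical clustering at 4 branches replicates 2 and 3 of that strain shared a branch with and without auxin.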

Other observations

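The tests of the FPKM sums and of the N2 libraries were chosen only after the results were seen.

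Germline markers, 23 genes in number, changed against the autosomal median by 0.39 on auxin in *TIR1; dpy-27::AID*, by -0.46 in *TIR1; dpy-27::AID; cec-4* and by 0.54 in *dpy-21* against N2 (0.39, -0.46 and 0.55 with equal FPKM sums). Fewer germ cells could therefore contribute to X derepression in *TIR1; dpy-27::AID; cec-4*, and the markers went the other way in the other comparisons. Against autosomal genes matched on mean FPKM and exon length, X derepression was 0.43, 0.80 and 0.64.

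Molting and cuticle genes on autosomes, 23 in number, changed by 1.26 on auxin in *TIR1; dpy-27::AID*, by -1.57 in *TIR1; dpy-27::AID; cec-4* and by -0.65 between both strains on auxin (1.25, -1.56 and -0.64 with equal FPKM sums). The scores of single libraries overlapped in the first of these comparisons, although the treated library was higher at each replicate number, and in the last, replicates 2 and 3 of both strains lay between -0.66 and -0.45. Another point of the molting cycle at collection may thus account for part of the genes with an adjusted p-value under 0.05 in these comparisons. X derepression was positive in both strains while these genes moved in opposite directions.

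Across X-linked genes, the rank correlation with the log2 fold changes of *dpy-21* against N2 was 0.13 for auxin in *TIR1; dpy-27::AID* (upper limit of random autosomal lists 0.12) and -0.14 in *TIR1; dpy-27::AID; cec-4* (-0.076). A gene-by-gene response shared on the X is a hypothesis that the first value allows, although it was close to its limit and the Pearson correlation was 0.067. The second value lay near the median of its random lists (-0.12). It gives no sign of such a response and does not exclude one.

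Without their 20 highest genes, the FPKM sums of N2 replicates 1 and 2 were 1.99 and 1.57 M, against 1.17 to 1.37 M in the other libraries, so a few genes did not account for the higher sums. Of the 26 genes past the threshold between *cec-4* and N2, 15 also differed in the same direction between *dpy-27::AID* and N2. These comparisons share the N2 libraries, which may differ from every other strain.

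Other splits of the 6 libraries of a comparison that part as many same-numbered pairs number 4, the real one included, so the share is never under 0.05 and an accidental grouping cannot be excluded by them. X derepression as large as the real one was found in 1 of 4 splits for Fig 6A, 6B, 6C, 6D, 8B, 8C, 8D and 8E and S12A, S12B and S12C Fig, and in 2 of 4 for Fig 8A and S12D Fig. For Fig 6A another split came close, at 0.50 against 0.54 in the real one. As many genes, and as many higher X-linked genes, with an adjusted p-value under 0.05 were found in 1 of 4 splits for Fig 6B, 6C, 6D and 8B and in 2 of 4 for Fig 8A, where another split gave 999 genes. For Fig 8E all 4 splits gave 0 genes, with 519 genes at an unadjusted p under 0.05 in the real one. A difference as large between the left end and the rest of the X was found in 1 of 4 splits for Fig 6B, 2 for Fig 6C and 8A and 3 for Fig 6D, and one between arms and centres in 1 for Fig 6B, 2 for Fig 8A and 3 for Fig 6C and 6D. For the interaction of *cec-4* with *dpy-21*, 16 of 32 splits gave a value as large.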
